# Thioguanine Induces Apoptosis in Triple-Negative Breast Cancer by Regulating PI3K–AKT Pathway

**DOI:** 10.3389/fonc.2020.524922

**Published:** 2020-10-30

**Authors:** Daoyu Zhang, Xinglan An, Qi Li, Xiaxia Man, Meiran Chu, Hao Li, Nan Zhang, Xiangpeng Dai, Hao Yu, Ziyi Li

**Keywords:** ****triple-negative breast cancer, transcriptome, thioguanine, methylation, PI3K–AKT

## Abstract

Triple-negative breast cancer (TNBC) is notoriously difficult to treat due to the lack of biological targets and poor sensitivity to conventional therapies. Chemotherapy is the main clinical therapy, but the effective screening strategy for chemotherapy drugs is poorly investigated. Drug repositioning has been the center of attention in recent years attracting numerous studies. Here, we firstly found multiple common features between leukemia and TNBC by analyzing the global transcriptome profiles based on the transformed comparison data from NCI60. Therefore, we investigated the role of the classic leukemia drug thioguanine (6-TG) in TNBC cancer cells. Our results indicated that 6-TG inhibited cell proliferation and tumor cell progression by suppressing PI3K–AKT pathway *via* downregulating the DNA methylation level of *PTEN*. Moreover, apoptosis was induced *via* the activation of PI3K-AKT downstream *TSC1* and the downregulation of methylation levels of *DAXX*, *TNF*, *FADD* and *CASP8* *etc.* These findings indicated 6*-*TG exerts its anti-tumor effects *in vitro* and *in vivo* through regulating the DNA methylation levels of genes involved in PI3K–AKT and apoptosis pathway. Meanwhile, our study suggested that transcriptome-based drug screening has potential implications for breast cancer therapy and drug selection.

## Introduction

TNBC is a breast cancer subtype that does not clinically express significant levels of the estrogen receptor (ER), progesterone receptor (PR), and human epidermal growth factor receptor 2 (HER2), representing only 15–20% of breast cancer cases (1–3). However, TNBC is the most aggressive breast cancer type without any approved targeted therapy (4, 5). Currently, chemotherapies are the only therapeutic treatment for TNBC. Therefore, drug repurposing and repositioning have attracted increasing attention in recent years (6, 7), such as thalidomide, a drug for morning sickness but currently is used for the treatment of multiple myeloma (8). Therefore, exploration of effective drug selection strategy for TNBC has become increasingly important. Recent studies have attempted to find the tumor pathogenesis through high throughput sequencing, but the integration of transcriptome maps of various tumors for drug discovery remains slow.

Recently, it is widely accepted that human oncovirus can induce malignant tumors after a long latency and in conjunction with environmental factors. Over 30 years ago, human T-cell leukemia virus type 1 (HTLV-1) was identified as the first human cancer-causing retrovirus (9). Since then, a variety of tumor-associated viruses have been discovered, including Epstein–Barr virus (10), classified as Class I carcinogen by the International Agency for Research on Cancer (IARC) (11, 12), human papillomavirus (HPV), mouse breast cancer virus-like virus (MMTV-like). These viruses are involved in several different lymphoid and epithelial malignancies, including Burkitt’s lymphoma (BL), Hodgkin’s disease, non-Hodgkin’s lymphoma, nasopharyngeal, gastric cancer, and breast cancer. Recent publications have shown that EBV, human papillomavirus (HPV), mouse breast oncovirus-like virus (MMTV-like), and polyamorous JCV can serve as cofactors in the oncogenic process in breast cancer and increase the aggressiveness of the disease (13). Therefore, we predicted that the occurrence of TNBC was probably related to oncovirus infection, based on its pathogenetic similarity to that of leukemia/lymphoma.

High-throughput sequencing technology has been considered as a promising and effective tool in discovering meaningful genetic and epigenetic variations during cancer development and identifying biomarkers for cancer diagnosis or prognosis (14). To date, less efforts have attempted to explore pathogenic mechanisms by comparing the transcriptional characteristics between breast cancer and other cancers. Here, we analyzed transcriptome profiles between breast cancer and leukemia/lymphoma and identified similar expression profiles in some pathways including PI3K–AKT pathway and viral infection pathways, which might imply the potential application of leukemia/lymphoma chemotherapeutics in TNBC treatment. Therefore, this study was aimed to evaluate the anti-tumor effect of the classic leukemia drug 6-TG on TNBC *in vitro* and *in vivo* and to elucidate the underlying mechanism(s). Our results will provide novel therapeutic options to TNBC patients.

## Material and Methods

### Cells and Chemicals

The human TNBC cell line MDA-MB-231 was obtained from Northeast Forestry University; MDA-MB-231-Luciferase was purchased from ORIGENE (Beijing, China); normal breast epithelial cell line MCF-10A and human TNBC cell line HCC1937 were purchased from Procell (Wuhan, China). TNBC cells were cultured in RPMI 1640 medium (Gibco, Grand Island, USA) supplemented with 10% fetal calf serum, 100 IU/ml of penicillin and 100 μg/ml of streptomycin (HyClone, Los Angeles, USA) and MCF-10A Cell Culture Medium (Procell, Wuhan, China). The cells were cultured in a humid environment with 5% CO2 at 37°C. All human cell lines have been authenticated using STR profiling within the last three years. All experiments were performed with mycoplasma-free cells.

Thioguanine (6-TG), CX-6258 HCl, MI-463, and Docetaxel were purchased from Selleck Chemicals (Selleck, Houston, USA, 154-42-7). Dimethyl sulfoxide (DMSO), polyethylene glycol (PEG300), Tween80, and ddH2O were purchased from Sigma-Aldrich Co.

### Proliferation Assay

Cells were treated with different concentrations of 6-TG (or CX-6258 HCl, or MI-463) then were subjected to the Cell Counting Kit-8 assay according to the manufacturer’s protocol (DOjinDO, JAPAN). Briefly, 6.5 × 10^3^ cells were seeded per well in a 96-well plate and treated with 6-TG at indicated concentration. Thereafter, CCK-8 solution was added, and the Absorbance (A) was measured using a microplate reader (BIO-RAD, California, USA) at 450 nm. IC50 values were calculated using GraphPad Prism 6.01 software. IC20 values were calculated using SPSS Statistics.

### Colony Formation Assay

Four hundred cells per well were randomly plated in 6-well plates and were cultured in vehicle (control) or 6-TG (or CX-6258 HCl, or MI-463) containing medium. Triplicate wells were used for each group. The cells were cultured for 8–9 days until the cells grew up to 50 cells, which was considered as one colony. Then cells were stained with Giemsa and counting (SIGMA, Illinois, USA).

### Migration Assay

Cells were seeded in 12-well plates and grew to confluence, followed by wound creation. Then cells were incubated with 6-TG or vehicle. Cell migration images were collected every 6 h until 24 h. Triplicate wells were used for each group. The migration rate was calculated using ImageJ software.

### Apoptosis Assay

Cells were stained using the TransDetectTM Annexin V-EGFP/PI Cell Apoptosis Detection Kit (TRAN, Beijing, China). Briefly, 2 × 10^5^ cells were seeded in each well and treated with 2.5 μM 6-TG (or 3.9 μM CX-6258 HCl, or 13.9 μM MI-463) or vehicle. The cells were collected, followed by the addition of Annexin-V-FITC or propidium iodide (PI) or both of them to the cell suspension, then incubated for 15 min. The stained samples were analyzed by flow cytometry using a FACSCalibur flow cytometer (BD FACSCanto II, New Jersey, USA), and FlowJo VX was used to analyze the data.

### Immunofluorescence Assay

Cells treated with 6-TG or vehicle were fixed and permeabilized with 0.1% Triton X-100 in PBS and were blocked with 1% bovine serum albumin, followed by incubation with the DNMT1 antibody (Genetex, Southern California, USA) overnight. Next, the cells were stained with secondary antibody (Proteintech, Chicago, USA), followed by staining with 4,6-diamidino-2-phenylindole to visualize the nuclei. The analysis of fluorescence intensity was analyzed using ImageJ software (National Institutes of Health, Bethesda, MD) based on procedures described elsewhere (15, 16).

### RT2 Profiler PCR Array

RNA was isolated from about 2 × 10^7^ cells using the ALLPrep DNA/RNA Mini Kit (QIAGEN, Germany), and cDNA was synthesized using the Transcript one-step gDNA Removal and cDNA Synthesis SuperMix. qPCR was performed using SYBR premix Ex Taq (Takara, Japan) on a LightCyclerR 96 Real-Time PCR System (17). The Human PI3K–AKT RT2 and Human Apoptosis RT2 profiler PCR arrays were performed according to the manufacturer’s instructions. Primers sequences are listed in **Table S1** and **Table S2**.

### RNA Preparation and RNA-Seq

Total RNA was extracted with TRIzol (Invitrogen, California, USA) reagent following the manufacturer’s instructions. The insert size was assessed using the Agilent Bioanalyzer 2100 system, and qualified insert sizes were accurately quantified using the StepOnePlus™ Real-Time PCR System (Library valid concentration >10 nM). Sequencing libraries were generated using the NEBNext^®^ Ultra™ RNA Library Prep Kit for Illumina^®^ (USA, NEB) following the manufacturer’s recommendations, and index codes were added to attribute sequences to each sample (GEO number: GSE137418).

### Western Blotting

Cells were lysed in RIPA buffer after treatment with 2.5 μM 6-TG or vehicle. Equal amounts of protein were resolved by SDS-PAGE, then analyzed by western blotting with the indicated antibodies: anti-GAPDH (Proteintech, 60004-1-Ig), anti-DNMT1 (Genetex, GTX116011), anti-pAKT (abcam, ab38449), anti-AKT (abcam, ab8805) and HRP-conjugated anti-rabbit and anti-mouse secondary antibodies (Proteintech, SA00006-4). The Human Apoptosis Array Kit (R&D, California, USA) was used for apoptosis array. The complete information about the antibodies is shown in **Table S3**.

### DNA Methylation Detection

DNA was isolated from 10^7^ cells using the DNeasy Blood and Tissue Kit (QIAGEN, Germany). Approximately, 500 ng of genomic DNA from each sample was used for sodium bisulfite conversion using the EZ DNA methylation Gold Kit (Zymo Research, USA) following the manufacturer’s standard protocol. Genome-wide DNA methylation was assessed using the Illumina Infinium HumanMethylation850K BeadChip (Illumina Inc., USA) according to the manufacturer’s instructions. The array data (IDAT files) were analyzed using the ChAMP package in R to derive the methylation level.

### Tumor Cell Inoculation and Injections

NOD-SCID mice (3–4 weeks) were purchased from Beijing Vital River Laboratory Animal Technology Co., Ltd. Next, 1 × 10^6^ exponentially growing MDA-MB-231 cells with luciferase-labeled (MDA-MB-231-Luc) were injected subcutaneously into the left groin of each NOD-SCID mouse, five mice each group. Tumor-bearing mice were injected with 1.5 mg/kg of 6-TG or solvent five times a week, 20 mg/kg Docetaxel once a week after tumors were inoculated for 7 days. When the tumors became palpable, a digital caliper was used to measure the tumor size every two days. Additionally, the tumor fluorescence intensity was detected with IVIS^®^ Lumina III (PerkinElmer, USA) weekly. Tumor volumes (Vs) were calculated as ellipsoids (V = π/6 · l ·w ^2^, where l is the length, w is the width). Experiments ended when the tumor volumes reached approximately 1.5 cm^3^ or earlier if necrotic. The mice were killed by CO_2_ asphyxiation. All mice were raised in a specific pathogen-free environment with free access to food and water and received care in accordance with the guidelines outlined in the Guide for the Care and Use of Laboratory Animals. All procedures were approved by the Jilin University Animal Care and Use Committee.

### HE Staining and Immunohistochemistry Staining

Allograft tumors and the livers and kidneys were dissected and fixed in 10% (v/v) neutral-buffer formalin. They were then dehydrated in ascending grades of ethanol and xylene and embedded in paraffin wax. Thereafter, the sections (4 μm) were cut with a microtome (Leica, Germany). Anti-DNMT1 antibody, anti-caspase-3 antibody and goat anti-rabbit antibody IgG (BOSTER, Wuhan, China) were used for immunostaining. For HE staining, after deparaffinization and rehydration, 4-μm sections were stained with hematoxylin solution for 5 min followed by 5 dips in 1% acid ethanol and then rinsing in water. Next, the sections were stained with eosin solution for 3 min, followed by dehydration with graded alcohol and clearing in xylene.

### Statistical Analysis

Different statistical tools were used to analyze the data. The experiments were repeated at least two times in triplicate. In the graphs, the results are presented as mean ± SEM. Statistical analysis was performed using GraphPad Prism 6.01 (GraphPad Software, USA). Student’s t-test was used to compare the control and experimental groups. For all comparisons, *p < 0.05, **p < 0.01, and ***p < 0.001 were considered to show a significant difference.

### Data Availability

The data of RNA-seq was uploaded on GEO, the number is GSE137418. Other data is available from the corresponding author upon reasonable request.

## Results

### Analysis of Pathogenic Molecular Pathways Between Breast Cancer and Leukemia

To explore the potential correlation between breast cancer and leukemia, we analyzed the global transcriptome profiles based on the transformed comparison data from NCI60. As shown in **Figure 1A**, the genes in Cluster C are shared by TNBC and lymphoma (SR: large-cell immunoblastic lymphoma). These 184 genes are mainly involved in cell adhesion molecules, human T-cell leukemia virus 1 infection, herpes simplex infection, and Epstein–Barr virus infection. Cluster B is a TNBC-specific cluster containing 354 genes, which are mainly related to pathways such as focal adhesion, PI3K–AKT signaling, human papillomavirus infection, human T-cell leukemia virus 1 infection. Moreover, compared with MCF-10A, the enrichment of highly expressed genes in MDA-MB-231 cells was consistent with the results of Clusters B and C in the TNBC (**Figure 1B**). Human papillomavirus infection (n > 40), PI3K–AKT signaling pathway (n > 30) and human T-cell leukemia virus 1 infection (n > 20) had the highest degrees of gene enrichment. Based on the summarized data, we propose that some drugs targeting leukemia might have a similar role in inhibiting TNBC progression.

**Figure 1:**
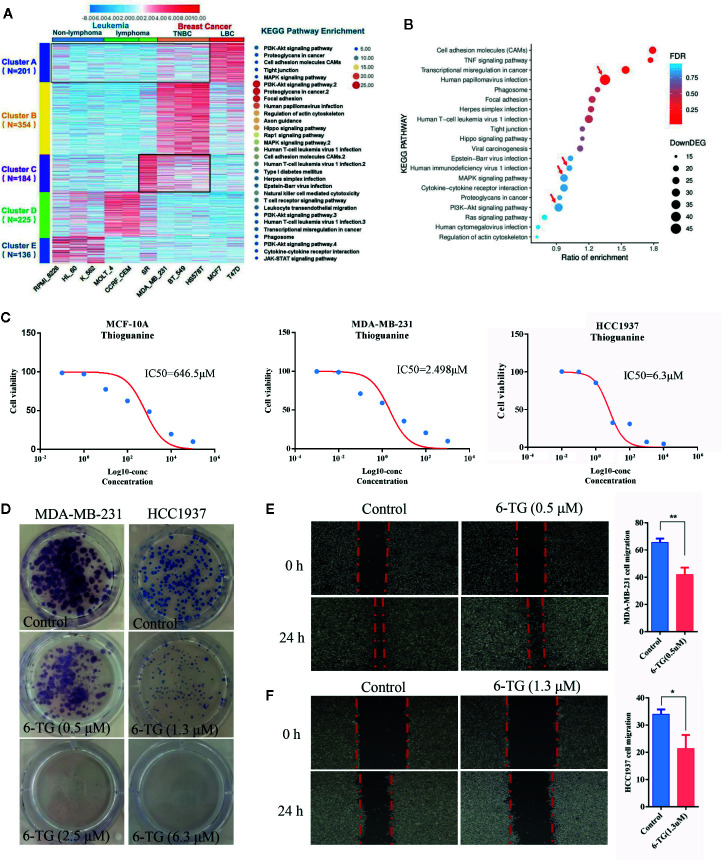
Analysis of the pathogenic molecular pathways between breast cancer and leukemia. **(A)** Clustering was performed using IDEP 8.0. Six lymphoma cell lines (non-lymphoma: RPMI-8226, HL-60, K-562; lymphoma: MOLT-4, CCRF-CEM, SR) and 5 breast cancer cell lines (TNBC subtype: MDA-MB-231, BT549, HS578T; luminal subtype: MCF7, T-47D) were selected from the dataset GSE32474: NCI-60 cancer cell line panel. The colors in the map displayed the relative normalized values of the top 1,000 differentially expressed genes (DEGs) within six leukemia cell lines and five breast cancer cell lines; blue indicates the lowest expression, and red indicates the highest expression. The color scale bar was shown at the top of the heatmap. The number of genes enriched in the KEGG pathway in each cluster was listed on the right side of the heatmap, and the number of genes in each cluster was displayed on the left side of the heatmap. **(B)** KEGG pathway enrichment of up-DEGs between MDA-MB-231 and MCF-10A. **(C)** IC50 values of 6-TG in MDA-MB-231, HCC1937 and MCF-10A cells. X-axis presented the Log10-concentration, and the y-axis presented the cell survival rate. **(D)** Colony formation of MDA-MB-231 and HCC1937 cells on the IC20 concentration (0.5 μM in MDA-MB-231 or 1.3 μM in HCC1937) and IC50 concentration (2.5 μM in MDA-MB-231 or 6.3 μM in HCC1937). **(E)** Cell migration of MDA-MB-231 cells on the IC20 concentration. **(F)** Cell migration of HCC1937 cells on the IC20 concentration. (All values from three independent experiments are quantified as mean ± SD, **p < 0.01, *p < 0.05).

Next, the 6-TG, a well-studied classic medicine for the treatment of leukemia, was used as a candidate drug to confirm our proposal and to evaluate its role in TNBC cells. To establish a proper treatment dose, MDA-MB-231, HCC1937, and MCF-10A cells were treated with various concentrations of 6-TG. The cell viability assay revealed that the IC50 values of 6-TG in MDA-MB-231, HCC1937, and MCF-10A cells were 2.489, 6.3, and 646.5 μM on 48 h, respectively (**Figure 1C**). Additionally, the cytotoxic effects of 6-TG on MDA-MB-231 cells were shown in a dose-dependent manner (**Figure S1**). We observed that, in comparison with the control (vehicle), treatment of 6-TG on the IC20 concentration (0.5 μM in MDA-MB-231 or 1.3 μM in HCC1937) or IC50 concentration (2.5 μM in MDA-MB-231 or 6.3 μM in HCC1937) led to a significant inhibition of colony formation (**Figure 1D**) in MDA-MB-231 and HCC1937 cells. In addition, as shown in **Figures 1E, F**, cell migration was inhibited under treating with 6-TG on the IC20 concentration. Based on these data, 2.5 μM 6-TG was used in MDA-MB-231 in subsequent experiments. Altogether, these data showed that 6-TG was effective in inhibiting human MDA-MB-231 and HCC1937 cells growth.

### Signaling Pathways Altered by 6-TG Treatment in MDA-MB-231 Cells

To explore the underlying mechanisms that 6-TG could inhibit TNBC cell growth, we carried out RNA-seq study using the samples treated with or without 2.5 μM 6-TG in MDA-MB-231. 

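MDA-MB-231 is an established line of human TNBC cells, and 6-TG is a sulfur-containing analog of guanine that cells build into their DNA. RNA was sequenced from 4 control cultures and from 4 cultures kept in 2.5 μM 6-TG for 48 h, and each culture was taken as a replicate. The paper's methods describe TRIzol extraction and the NEBNext Ultra library kit. The paper's text does not name the quantifier, the genome build or the test and threshold behind its gene lists, and its statistics section names Student's t-test for the control against the experimental groups and a p below 0.05 for all comparisons. For each of 178136 Ensembl transcripts the authors deposited an estimated count of the fragments that came from it and the same value in TPM, laid out as the pseudoaligner kallisto writes its tables. The estimated counts summed to between 19034908 and 20592613 per control culture (median 19889914.5) and to between 18279915 and 19401874 per 6-TG culture (median 18566952.5). The counts of transcripts were summed per gene of GENCODE 29 (GRCh38) and rounded to whole numbers. In every culture between 99.75% and 99.77% of the counts lay on a transcript with a gene. Transcripts on alternative sequences of the genome (haplotypes and patches) held 2.34% to 2.50% of the counts and were added to the gene of the same symbol, a choice made after a first test had been seen. At this depth, 14297 to 14356 genes reached 10 counts in the control cultures and 14925 to 15050 genes in the 6-TG cultures. The 10 genes with the most counts held 6.68% to 6.73% of them in the control cultures and 5.52% to 5.88% in the 6-TG cultures. The counts were normalized with edgeR's TMM factors, which lay between 0.940 and 0.949 for the control cultures and at 1.06 for each of the 6-TG cultures, and the groups were compared with edgeR's quasi-likelihood test. A gene was counted as upregulated or downregulated with an adjusted p below 0.05 (Benjamini-Hochberg) and a change of at least 2-fold.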

The heatmap showed obvious changes in gene expression profile between the two groups (**Figure 2A**) with 2,166 upregulated genes and 1,550 downregulated genes in response to 6-TG treatment. 

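Of the 14777 genes tested, 1539 were higher and 1429 were lower in the 6-TG cultures by these limits. Without the limit on the fold change, which was the alternative that moved these numbers most, 5426 genes were higher and 5325 were lower. Scaled by library size alone, 2085 genes were higher and 1046 lower, and with the deposited TPM values and limma 1477 and 747. Every 6-TG culture lay above every control culture for 1481 of the 1539 higher genes, and below every control culture for 1397 of the 1429 lower genes. Among all genes tested the 2 groups did not overlap for 9860, where chance gives 2.86% of the genes. The biological coefficient of variation between replicates was 7.58%. The first principal component of the log2 CPM (counts scaled by the TMM-adjusted library size) held 80.0% of the variance and separated the groups, and the second component held 6.09% and spread the control cultures. Across genes, which are not independent replicates, the correlation of log2 CPM was at least 0.986 between cultures of a group and at most 0.944 between cultures of different groups. No pair of cultures within a group was alike enough to be a library sequenced again, since the chi-square over its degrees of freedom was at least 2.15 in the 12 pairs. With each culture left out in turn, between 1545 and 1685 genes were higher and between 1458 and 1540 were lower. The heatmap of the paper shows 3 cultures per group, and the paper's materials do not name them, so all 4 were used. Without replicate 4 in both groups, 1586 genes were higher and 1456 were lower. With the replicate number as a block in the test, 1559 genes were higher and 1428 were lower, of which 1532 and 1420 were among the genes called without the block. The deviations of same-numbered cultures from their group means correlated across genes at −0.056, 0.034, 0.183 and 0.015 for replicates 1 to 4, a mean of 0.044.

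**Figure D1:**
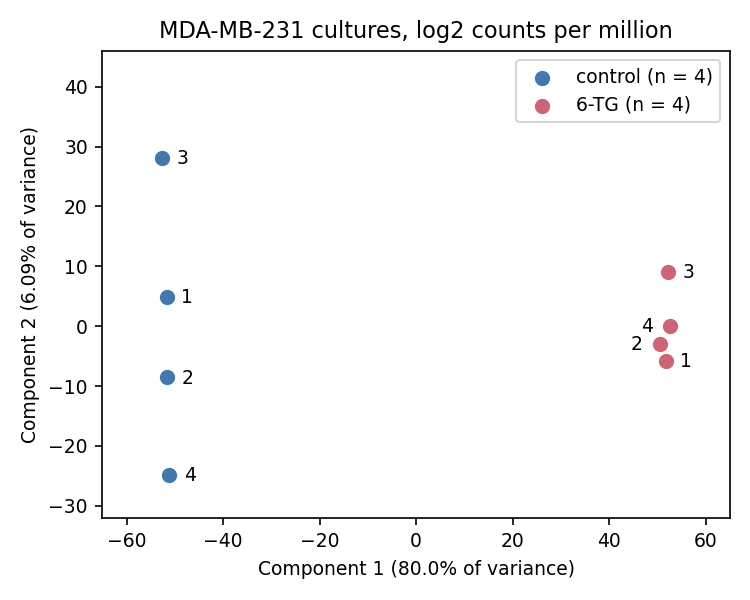
First and second principal components of the log2 CPM of the 8 cultures, with the share of variance on each axis and the replicate number beside each point. The 4 control cultures lie between −52.7 and −51.1 on the first component and the 4 cultures with 6-TG between 50.6 and 52.6.

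**Figure D2:**
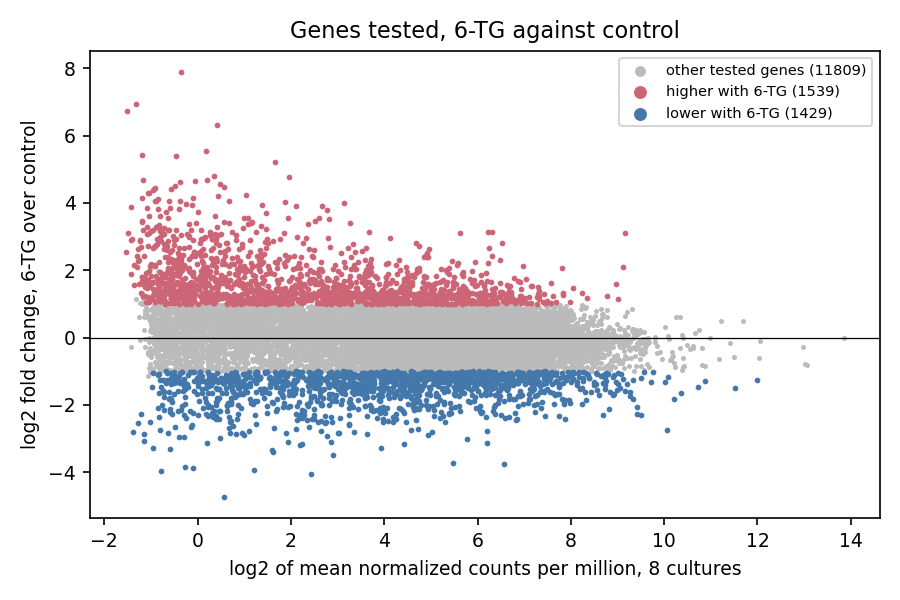
Each of the 14777 genes tested by its mean normalized CPM over the 8 cultures (log2, horizontal) and its log2 fold change of 6-TG over control (vertical). The 1539 upregulated and 1429 downregulated genes are coloured, and other genes are grey.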

The downregulated genes were mainly involved in focal adhesion, proteoglycans in cancer, and PI3K–AKT signaling pathway (**Figure 2B**). 

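The genes of each pathway were taken from lists written by hand, 22 in all, so their membership can differ from the lists behind Fig. 2B. Each list was set against the 14777 genes tested with Fisher's exact test (one-sided), and p was adjusted over 44 tests, which cover the 22 lists in both directions. Of all genes tested, 9.67% were downregulated. Focal adhesion had 49 downregulated genes among 163 tested (30.1%), a ratio of 3.11 to the share among all genes (adjusted p = 8.7e-12, Fisher's exact test). Proteoglycans in cancer had 33 of 163 (20.2%), a ratio of 2.09 (adjusted p = 2.3e-04, Fisher's exact test). PI3K–AKT signaling had 51 of 260 (19.6%), a ratio of 2.03 (adjusted p = 7.6e-06, Fisher's exact test). The other lists past an adjusted p of 0.05 were cytokine-cytokine receptor interaction (36 of 134), cell adhesion molecules (25 of 89), human papillomavirus infection (48 of 269), transcriptional misregulation in cancer (25 of 121), MAPK signaling (40 of 243) and regulation of actin cytoskeleton (28 of 166). These 9 lists share many genes, so their tests are not independent. With the replicate number as a block, adjusted p was 8.5e-12 for focal adhesion, 2.3e-04 for proteoglycans in cancer and 7.5e-06 for PI3K–AKT signaling (Fisher's exact test). With each culture left out in turn, the ratios stayed between 2.94 and 3.10 for focal adhesion, between 1.93 and 2.06 for proteoglycans in cancer and between 1.88 and 2.05 for PI3K–AKT signaling. The ratios fell furthest without the limit on the fold change, to 1.75 (103 genes), 1.57 (92 genes) and 1.48 (139 genes). Among the focal adhesion genes, LAMA1, MYLK2, PDGFD and RELN were upregulated (4 of 163). These 4 genes were picked out after their values had been seen.

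**Figure D3:**
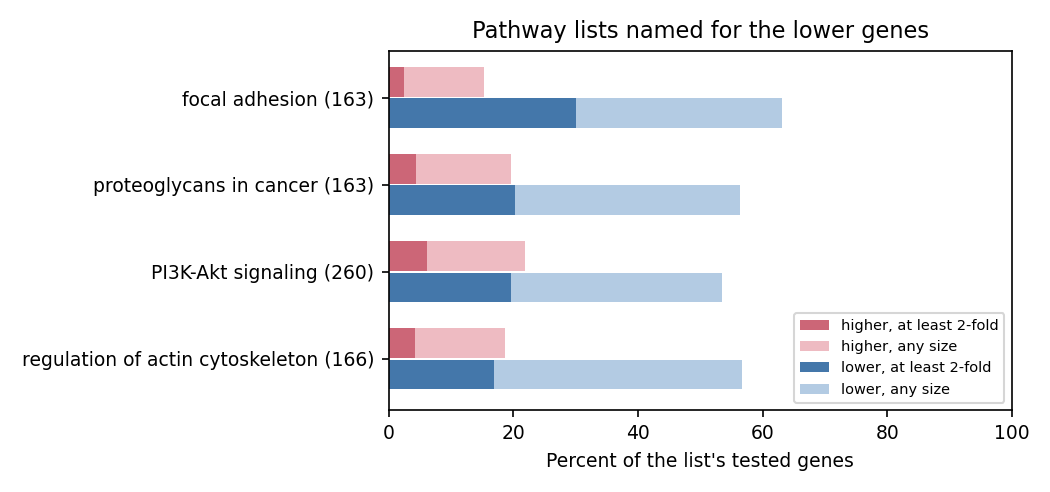
Percent of the tested genes of 4 pathway lists (number tested in parentheses) that were higher or lower with 6-TG at an adjusted p below 0.05. Dark bars count genes changed at least 2-fold and the pale bars behind them genes changed by any size; focal adhesion has the longest dark bar for lower genes (30.1%).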

We structured a network of these genes and found that the PI3K–AKT pathway contained the most genes shared with others (**Figure 2C**). 

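The network was approached with the lists of 10 pathways, counting for each the downregulated genes that also lie in at least 1 other of the 10. Focal adhesion had 47 such genes among its 49 downregulated genes, PI3K–AKT signaling 46 among 51, MAPK signaling 24 among 40 and regulation of actin cytoskeleton 22 among 28. PI3K–AKT signaling is the longest list, with 260 genes tested. Without the limit on the fold change it had the most shared genes, 106 against 96 for focal adhesion, and with a limit of 1.5-fold it had 76 against 70. With the replicate number as a block the numbers were 46 for PI3K–AKT signaling and 47 for focal adhesion. Of the genes named at the centre of Fig. 2C, 15 are given here, and all 15 were lower with 6-TG, whether p was adjusted over all genes tested or over the 15 alone. Every 6-TG culture lay below every control culture for each of them. By at least 2-fold, 13 of the 15 were lower. The exceptions were FGFR1 (log2 fold change −0.80, standard error 0.07, adjusted p = 2.8e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and MYC (−0.58, standard error 0.04, adjusted p = 4.8e-08 from the same test). The largest change was that of PDGFRB (ENSG00000113721.13), which lies on chromosome 5 of GRCh38 from 150113837 to 150155872 and encodes a receptor for platelet-derived growth factor. It had 21.8 ± 1.17 normalized CPM (SD, n = 4) in the control cultures and 2.97 ± 0.238 (SD, n = 4) with 6-TG, a log2 fold change of −2.87 (standard error 0.09, adjusted p = 1.1e-10 from edgeR's test). CSF1 (ENSG00000184371.13; chromosome 1, 109910242 to 109930992) fell from 1851 ± 141.6 to 276.8 ± 11.1 CPM (SD, n = 4 each), a log2 fold change of −2.74 (standard error 0.05, adjusted p = 8.4e-12 from edgeR's test). The integrin genes ITGA2, ITGA6, ITGAV, ITGB3 and ITGB5 changed by between −2.23 (ITGB3) and −1.03 (ITGAV) on the log2 scale. ITGAV stood closest to the limit, and its log2 fold change lay between −1.12 and −0.92 with each culture left out in turn. ACTB (−1.27) and ACTG1 (−1.46) are near-identical paralogs, so their counts are uncertain where fragments match both.

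**Figure D4:**
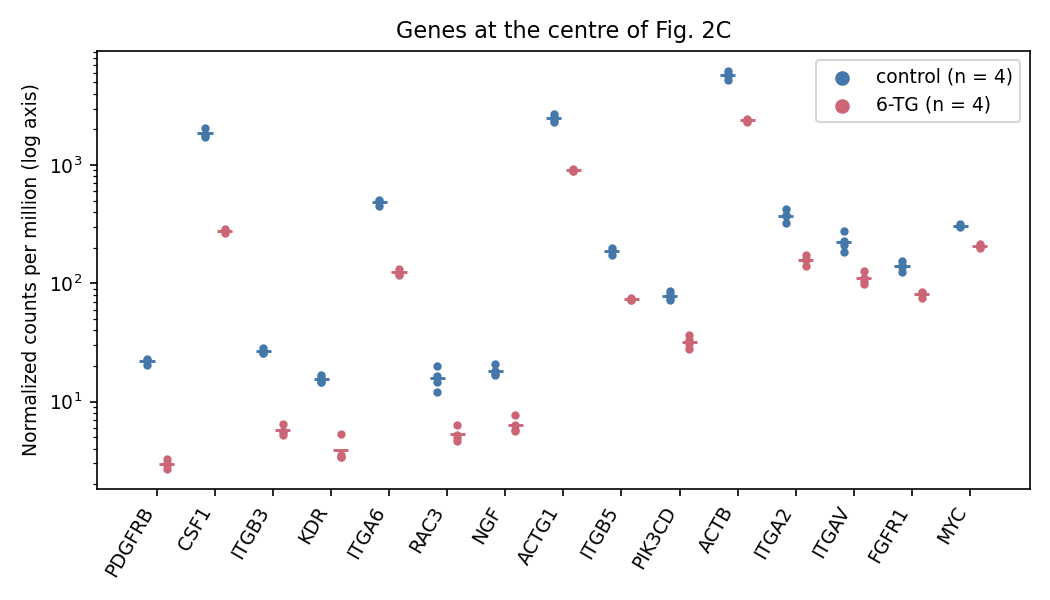
Normalized CPM (log axis) of 15 genes named at the centre of Fig. 2C in the 4 control and the 4 6-TG cultures, ordered by fold change; each point is a culture and each bar the mean of its group. The 6-TG cultures lie below the control cultures for every gene, with PDGFRB at the largest change (−2.87) and MYC at the smallest (−0.58).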

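For virus infection, hand-written lists of 5 pathways were set against the downregulated genes. The legend of Fig. S2B counts more virus pathways than these 5. Human papillomavirus infection had 48 downregulated genes among 269 tested, a ratio of 1.85 to the share among all genes (adjusted p = 1.9e-04, Fisher's exact test as for the other pathways). The other lists did not pass. Human cytomegalovirus infection had 23 of 178 (ratio 1.34, adjusted p = 0.37), human immunodeficiency virus 1 infection 17 of 171 (ratio 1.03, adjusted p = 1), human T-cell leukemia virus 1 infection 16 (8.65% of its genes, ratio 0.894, adjusted p = 1) and Epstein-Barr virus infection 11 of 160 (ratio 0.711, adjusted p = 1), by the same exact test. Without the limit on the fold change, cytomegalovirus (93 genes, ratio 1.45, adjusted p = 4.9e-05), T-cell leukemia virus 1 (88 genes, ratio 1.32, adjusted p = 0.0023) and immunodeficiency virus 1 (81 genes, ratio 1.31, adjusted p = 0.0040) passed by Fisher's exact test as well, and Epstein-Barr virus did not (51 genes, ratio 0.885). In these lists 69 genes of Epstein-Barr virus infection were higher with 6-TG, 48 of cytomegalovirus, 47 of immunodeficiency virus 1, 57 of T-cell leukemia virus 1 and 80 of papillomavirus infection, at an adjusted p below 0.05 and any size. With the replicate number as a block, adjusted p for papillomavirus infection was 1.8e-04 (Fisher's exact test) and the number of downregulated genes was 48 again.
Of the genes named at the centre of Fig. S2B, 8 are given here, of which 7 had enough counts to be tested, so the numbers of lower and higher genes among them do not stand for the whole figure. TRAF5 (log2 fold change −1.38, standard error 0.07, adjusted p = 3.7e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and PIK3CD were lower by at least 2-fold. TNFRSF1A was lower by less (−0.59, standard error 0.05, adjusted p = 6.6e-07 from the same test). When the counts were scaled by library size alone, HLA-C was higher (log2 fold change 0.23, adjusted p = 0.010, edgeR). With TMM factors, HLA-C (0.06, adjusted p = 0.45), HLA-F (−0.41, adjusted p = 0.080) and TBP (−0.06, adjusted p = 0.48) did not differ by edgeR's test. HLA-G had at most 1 count in each culture and was not detectable at this depth. HLA genes are near-identical in sequence, and 99.9% of the counts of HLA-C and 97.9% of those of HLA-F lay on transcripts of alternative haplotypes, so the share of each is uncertain. CDKN1A (ENSG00000124762.13; chromosome 6 of GRCh38, 36676460 to 36687339) was higher with 6-TG, at 179.0 ± 5.82 against 55.7 ± 3.46 normalized CPM (SD, n = 4 each), a log2 fold change of 1.68 (standard error 0.05, adjusted p = 8.4e-11 from edgeR's test).

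**Figure D5:**
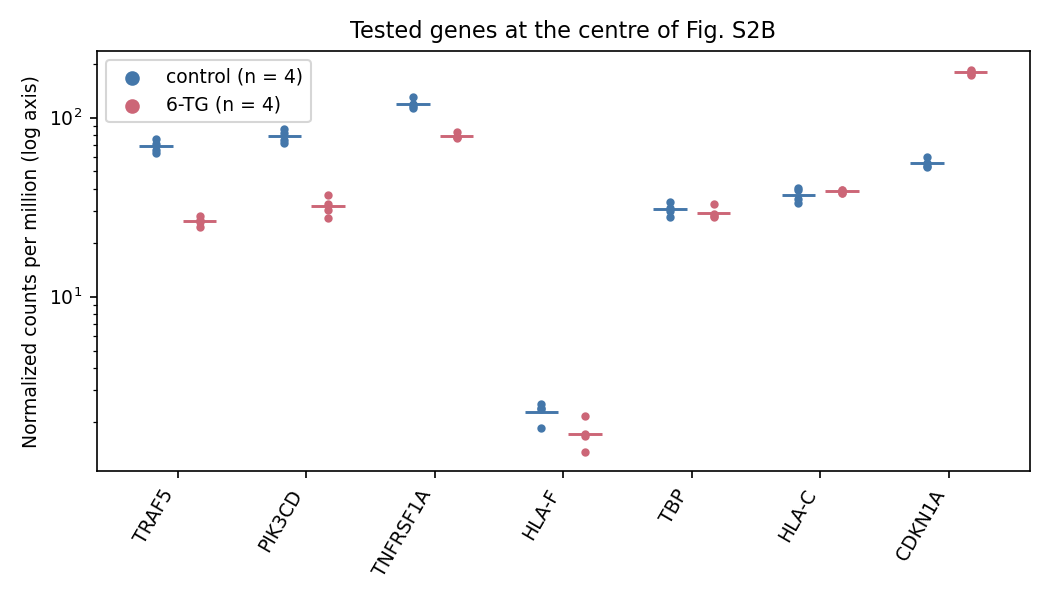
Normalized CPM (log axis) of 7 tested genes named at the centre of Fig. S2B in the 4 control and the 4 6-TG cultures, ordered by fold change; each point is a culture and each bar the mean of its group. TRAF5 has the largest fall (−1.38) and CDKN1A the largest rise (1.68).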

Additionally, the virus infection pathways were almost completely inhibited by 6-TG (**Figure S2**). The pathways related to mismatch repair, DNA replication, and proteasome displayed higher gene ratios in the upregulated genes, while pathways involved in cell apoptosis showed the highest degree of gene enrichment (**Figure 2D**). These results suggested that 6-TG exerted anti-tumor activity by downregulating the genes in virus infection pathways, cancer development pathways and upregulating the genes in mismatch repair and apoptosis. It is worthy of attention that the PI3K–AKT pathway, which was abnormally highly activated in TNBC, was inhibited by 6-TG.

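Of all genes tested, 10.4% were upregulated. Among the hand-written lists of the pathways in Fig. 2D none had more upregulated genes than this share by Fisher's exact test, and no list of the 22 reached an unadjusted p of 0.05 (the smallest was 0.32). Mismatch repair had 2 upregulated genes of 22 tested, EXO1 (a mean of 39.4 CPM in the control cultures and 104.3 with 6-TG) and POLD3 (log2 fold change 1.13). DNA replication had 3 of 35, MCM2 (1.02), MCM4 (1.04) and POLD3, and proteasome had 1 of 42, ADRM1 (a mean of 113.5 CPM in the control cultures and 243.6 with 6-TG). These genes were picked out after their values had been seen. The adjusted p of each of these lists was 1 by Fisher's exact test, with ratios of 0.873, 0.823 and 0.229 to the share among all genes, and with the replicate number as a block the adjusted p was 1 again. For mismatch repair and DNA replication, a ratio below 1 depends on the background. The 10.4% includes 217 of 821 pseudogenes, against 1317 of 13916 protein-coding genes. At a CPM of at least 1 in all cultures, 928 of 12575 genes were upregulated. The lists were not tested with that filter or against protein-coding genes alone. With all genes with a count as background, the ratios were 1.34 (mismatch repair), 1.28 (DNA replication) and 0.358 (proteasome). None of these passed. DNA replication had a ratio between 0.255 (1 gene, without control replicate 4) and 0.830 when single cultures were left out. In the same fits the ratio lay between 0.812 and 0.880 for mismatch repair and between 0.213 and 0.230 for proteasome. When the counts were scaled by library size alone, mismatch repair had 4 upregulated genes (ratio 1.29, adjusted p = 1) and DNA replication 8 (ratio 1.62, adjusted p = 0.40), by Fisher's exact test. Spliceosome had 9 of 125 and apoptosis 7 of 122 upregulated genes (ratios 0.691 and 0.551), and 12 of the 122 apoptosis genes were downregulated. The changes in the first lists were mostly smaller than 2-fold. Without the limit on the fold change, 16 of 22 mismatch repair genes were higher and 3 lower (ratio 1.98, adjusted p = 0.0020, Fisher's exact test), 26 of 35 DNA replication genes were higher and 3 lower (ratio 2.02, adjusted p = 4.9e-05, Fisher's exact test), and 68 of 125 spliceosome genes were higher and 20 lower (ratio 1.48, adjusted p = 1.9e-04, Fisher's exact test). For proteasome, 21 of 42 genes were higher and 5 lower (ratio 1.36, adjusted p = 0.12, Fisher's exact test), and for apoptosis 39 of 122 were higher and 52 lower (ratio 0.871, adjusted p = 1). With p adjusted over the genes of a list alone, 17 mismatch repair, 26 DNA replication, 21 proteasome and 39 apoptosis genes were higher.

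**Figure D6:**
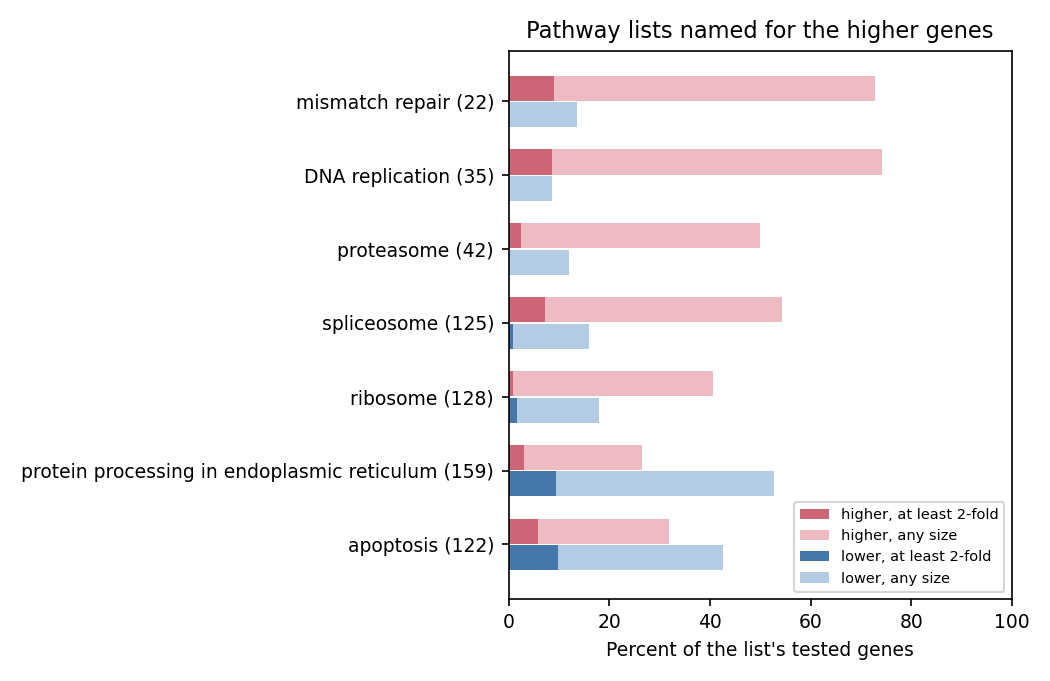
Percent of the tested genes of 7 pathway lists (number tested in parentheses) that were higher or lower with 6-TG at an adjusted p below 0.05. Dark bars count genes changed at least 2-fold and the pale bars behind them genes changed by any size; mismatch repair (16 of 22) and DNA replication (26 of 35) have the longest pale bars for higher genes, and apoptosis has more lower (52) than higher genes (39).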

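Each list was also compared as a whole with the other genes tested by limma's camera test (adjusted over the 22 lists). Camera compares the mean test statistic of a list with that of the rest, without a limit on single genes. A few large changes can therefore weigh in the result, and the correlation between genes was preset, not estimated. Focal adhesion (median log2 fold change −0.48, adjusted p = 8.6e-07), proteoglycans in cancer (−0.27, adjusted p = 2.0e-04), regulation of actin cytoskeleton (−0.31, adjusted p = 2.2e-04) and PI3K–AKT signaling (−0.31, adjusted p = 0.0012) were shifted down by limma's camera. Of the virus lists, cytomegalovirus (−0.22, adjusted p = 0.027) and papillomavirus infection (−0.18, adjusted p = 0.033) were shifted down, and T-cell leukemia virus 1 (−0.16, adjusted p = 0.067), immunodeficiency virus 1 (−0.14, adjusted p = 0.051) and Epstein-Barr virus infection (0.03, adjusted p = 0.60) did not pass by limma's camera. Mismatch repair (0.29, adjusted p = 0.0028), DNA replication (0.34, adjusted p = 2.0e-04), spliceosome (0.21, adjusted p = 0.0011) and proteasome (0.17, adjusted p = 0.028) were shifted up by the same test. Protein processing in endoplasmic reticulum, which Fig. 2D shows for the upregulated genes, was shifted down (−0.16, adjusted p = 0.022, limma's camera), with 84 of its 159 genes lower and 42 higher at an adjusted p below 0.05 (ratio 1.47 for the lower genes, adjusted p = 6.4e-05, Fisher's exact test), and ribosome did not pass (0.07, adjusted p = 0.13, limma's camera). Apoptosis was not shifted in either direction (−0.06, adjusted p = 0.35, limma's camera). From the pathways found among the downregulated and the upregulated genes, the paper proposes that 6-TG acts against tumor cells by lowering genes of virus infection and cancer pathways and raising genes of mismatch repair and apoptosis.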

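Of the 260 tested genes of the PI3K–AKT list, 139 were lower and 57 were higher with 6-TG at an adjusted p below 0.05, and 139 and 58 with p adjusted over the list alone. At least 2-fold, 51 were lower and 16 higher. Of these 51 lower genes, 46 also lie in another of the 10 network lists, and the PI3K–AKT list was not tested without its shared genes. When the counts were scaled by library size alone, 41 were lower and 22 higher by at least 2-fold. PIK3CD (ENSG00000171608.15), which encodes a catalytic subunit of PI3K, lies on chromosome 1 of GRCh38 from 9651732 to 9729114. It had 78.7 ± 6.60 normalized CPM in the control cultures and 31.9 ± 3.87 with 6-TG (SD, n = 4 each), a log2 fold change of −1.30 (standard error 0.09, adjusted p = 5.4e-08 from edgeR's quasi-likelihood test). With each culture left out in turn, the log2 fold change stayed between −1.39 and −1.25 for PIK3CD. These values are amounts of RNA, and the RNA-seq holds no measurement of phosphorylated AKT.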

**Figure 2:**
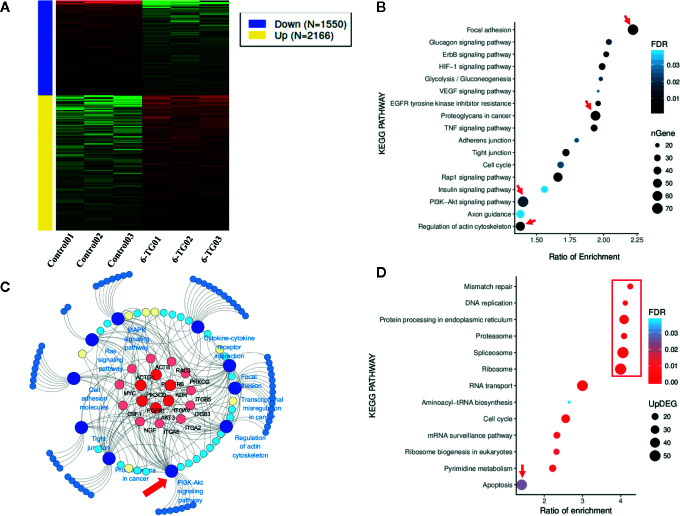
Genes in different signaling pathways altered by 6-TG treatment in MDA-MB-231 cells. **(A)** Heatmap of gene expression differences in MDA-MB-231 cells. The red color indicates upregulated genes, and the blue color indicates downregulated genes. **(B)** The bubble plot of pathway enrichment of downregulated genes. **(C)** The cancer development pathway gene network. The network was generated using 10 downregulated cancer pathways and their enriched DEGs. **(D)** The bubble plot of the pathway enrichment of upregulated genes. Network graphs were prepared by Cytoscape 3.6.1.

### PI3K-AKT Pathway Was Attenuated by 6-TG Treatment in MDA-MB-231 Cells

Based on the results of RNA-seq, the expression profile of members in the PI3K–AKT pathway was investigated by qPCR array. The expression of 53 genes was upregulated, and 31 genes were downregulated (**Figure S3**). The pathway enrichment of upregulated genes analyzed by FunRich showed that the genes were mainly involved in p75 mediated signaling (46.8%) (**Figure 3A**). However, the downregulated genes were mainly involved in PI3K signaling events (83.3%) and EGF receptor signaling pathway (83.3%) (**Figure 3B**). The top 10 upregulated DEGs were *PTEN, TSC1, BAD, JUN, CASP9, EIF2AK2, EIF4EBP1, TOLLIP* (**Figure 3C**), while the top 10 downregulated DEGs were *ITGB1, PTK2, CCND1, PAK1, PDK1, PRKLA, RASA1* (**Figure 3D**). We used Western blotting analysis to confirm that p-AKT (T308) was significantly decreased by 6-TG treatment (**Figure 3E**). These results suggested that 6-TG blocked the PI3K–AKT pathway by activating *PTEN*, and the activation of downstream genes such as *BAD, CASP9, TSC1* also supported these data. More importantly, the upregulation of tumor suppressor genes in the PI3K–AKT pathway such as *TSC1*, *CASP9*, and *PTEN* indicates a possible role of 6-TG in promoting apoptotic signaling pathways.

**Figure 3:**
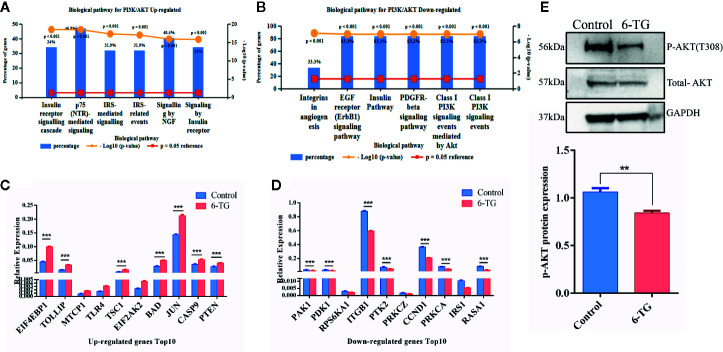
PI3K–AKT pathway was blocked by 6-TG in MDA-MB-231 cells. **(A)** The top five pathways of upregulated genes were enriched (ranked by P-value using the FunRich 3.0 software). **(B)** The top five pathways of downregulated genes were enriched (ranked by P-value using the FunRich 3.0 software). **(C)** The top 10 upregulated genes in the PI3K–AKT pathway. **(D)** The top 10 downregulated genes in the PI3K–AKT pathway. **(E)** Western blotting of p-AKT (T308) and total AKT. (All values from three independent experiments are quantified as mean ± SD, **p < 0.01, ***p < 0.001).

### Apoptosis Was Induced by 6-TG in MDA-MB-231 Cells

To further investigate whether 6-TG inhibits TNBC cell growth *via* triggering apoptosis signaling, we assessed apoptotic cell death by Annexin V/PI staining (**Figure 4A**). The ratios of apoptotic cells were 7.02% in the control group and 15.72% in the 6-TG groups, respectively, indicating 6-TG treatment led to a significant increase of apoptosis (P < 0.001). To explore the underlying molecular basis of effects of 6-TG on cell apoptosis, we carried out apoptosis PCR array, and discovered 67 upregulated genes and 17 downregulated genes (**Figure S4-A**). The upregulated genes were mainly involved in TRAIL signaling pathway (90.7%) and FAS signaling pathway (48.8%) (**Figure 4B**), while the majority of downregulated genes were related to TRAIL signaling pathway (80%), TNF signaling pathway (46.7%) (**Figure 4C**). Results in **Figure S4-B** and **Figure S4-C** displayed the top 20 upregulated or eight downregulated DEGs, respectively. Moreover, the genes in the extrinsic apoptosis pathways were significantly increased than those related to intrinsic apoptosis pathways (**Figure 4D**). Meanwhile, the results of the antibody array for apoptosis showed that proteins related to apoptosis were increased after 6-TG treatment (**Figure 4E**). The top 10 upregulated proteins with the highest fold-change were P53, Cytochrome c, FADD, Fas *etc.* (**Figure 4F**). These results indicated that 6-TG induced cell apoptosis, mainly through regulating TRAIL signaling.

**Figure 4:**
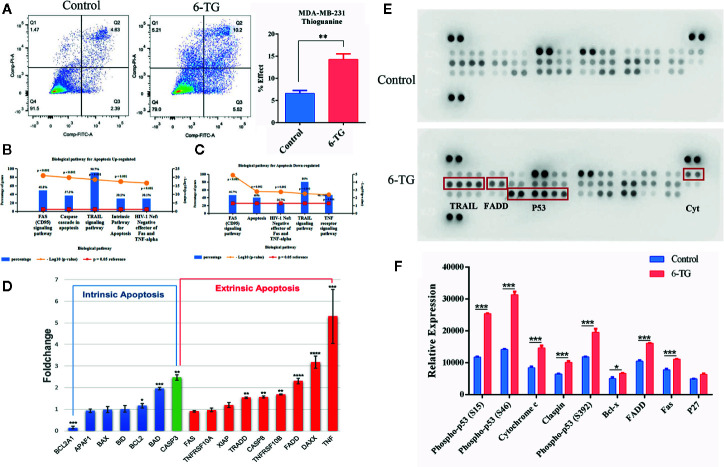
Apoptosis was induced by 6-TG in MDA-MB-231 cells. **(A)** Cell apoptosis was detected by flow cytometry. **(B)** The top five pathways that upregulated genes were enriched in. **(C)** The top five pathways that downregulated genes were enriched in. **(D)** Relative expression levels of apoptosis-related genes. **(E)** Apoptosis antibody array analysis. **(F)** The relative protein expression analysis is on the bottom. The scatter plot represented the relative expression of proteins. (All values from three independent experiments are presented as mean ± SD, *p < 0.05, ** p < 0.01, ***p < 0.001, ****p < 0.0001).

### Decreased DNA Methylation in Apoptosis-Related Genes in MDA-MB-231 Cells

Given the causal relationship between DNMT1, DNA methylation, and 6-TG, we interrogated the role of 6-TG in regulating the DNA methylation level of apoptosis-related genes mentioned above. Immunofluorescence (IF) staining showed that the DNMT1 protein level in the 6-TG group (13.62 ± 0.3347) was lower than that in the control group (21.32 ± 0.2879) (**Figure 5A**), which is consistent with the result tested by western blotting analysis indicating a reduced protein level of DNMT1 upon 6-TG treatment (**Figure 5B**) (P < 0.001). Furthermore, the methylation differences were also measured by Illumina’s Methylation EPIC850K BeadChip. The volcano plot showed 2,242 and 6,084 genes with down- or upregulated methylation levels, respectively (FC > 2; P < 0.01) (**Figure S5**). The DNA methylation level of *PTEN* was decreased; meanwhile, the DNA methylation levels of *BAD, CASP9, TSC1, TNF, DAXX, FADD, TRADD, CASP8 and FAS* were all reduced by 6-TG treatment (**Figure 5C**). Moreover, the genes with downregulated DNA methylation were mainly enriched in TRAIL, FAS, and extrinsic signaling pathways (**Figure 5D**). These results proved 6-TG regulating the DNA methylation levels of apoptosis-related genes mentioned in **Figure 3C** and **Figure 4D**. To illustrate the link between apoptosis-related genes and genes involved in the PI3K–AKT pathway, we constructed a main effective network of these genes and discovered an interaction between them (**Figure 5E**). We further detected the survival curves of the CpG sites of these genes (**Figure 5F**). The plots showed that the survival of breast cancer patients with reduced methylation of *TSC1* (cg14350545), *FADD* (cg02794589), and *TRADD* (cg05178604) was significantly improved. These results altogether showed that the reduced methylation of *PTEN* which would active *PTEN* will inhibit PI3K–AKT pathway and activated *BAD, CASP9, TSC1 via* interaction between them (18). Moreover, the reduced DNA methylation levels of these apoptosis promoting genes will activate them and subsequently induce apoptosis.

**Figure 5:**
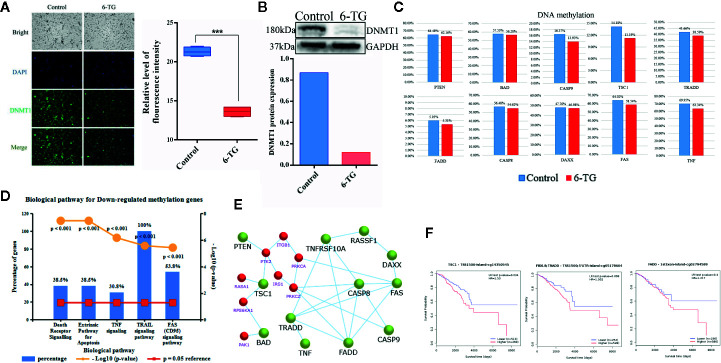
Decreased DNA methylation in apoptosis-related genes in MDA-MB-231 cells. **(A)** Immunofluorescence staining of DNMT1 in MDA-MB-231 cells. The nuclei (blue) were stained with DAPI. (***p < 0.001). **(B)** Western blotting analysis of DNMT1 protein (***p < 0.001). **(C)** The DNA methylation levels of genes involved in apoptosis and the PI3K–AKT pathway. **(D)** The top five pathways of downregulated DNA methylation genes were enriched. **(E)** Network of genes with downregulated methylation genes and genes (red) of the PI3K–AKT pathway. **(F)** Survival curves of the DNA methylation level of *TSC1, FADD*, and *TRADD* were analyzed by MethSurv. (All values from three independent experiments are quantified as mean ± SD, ***p < 0.001).

### 6-TG Treatment Retarded Tumor Growth *In Vivo*

To further investigating the negative regulation of 6-TG on tumor cell growth, we performed the xenograft experiment *in vivo*. Docetaxel was used as a positive control. As shown in **Figures 6A, B**, 6-TG treatment significantly retarded the growth of tumor xenografts in mouse models, and its effect was similar to that of docetaxel (***p < 0.001). Meanwhile, the fluorescence signal intensities were weaker, and the fluorescence area sizes were smaller in the 6-TG group than that in the control group from day 20 after inoculation to the last detection (**Figure S6**). Consistently, the tumor weights were significantly reduced after 6-TG treatment (***p < 0.001) (**Figure 6C**, and 6-TG had no significant effect on body weight of the animals during the treatment (**Figure 6D**). Hematoxylin–eosin (HE) staining showed several pathological mitotic events in the control group but not in the 6-TG group (**Figure 6E**), which further confirmed that tumor growth was inhibited. To further investigate the underlying mechanisms, immunohistochemistry staining was performed; the DNMT1 expression reduced, and caspase-3 expression increased in 6-TG treated tumors (**Figure 6F**). Furthermore, the HE staining of livers and kidneys of tumor bearing mice showed no significant difference between control group and 6-TG group. Specifically, the structures of the central vein (red arrows), hepatic plate, and hepatic sinusoid of livers, and cortex, medulla, renal corpuscle (black arrows), proximal convoluted tubule (black boxes) of the kidney were clear, suggesting that 6-TG have no side-effects on mice under the way we treat it (**Figure 6G**). These results coherently indicated that 6-TG treatment could retard tumor growth *in vivo* through downregulation of the DNMT1 which could increase the DNA methylation of tumor promoting genes.

**Figure 6:**
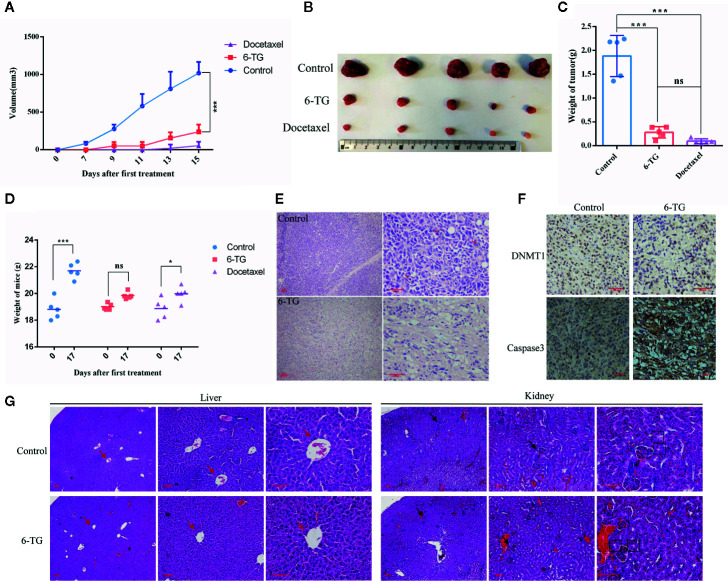
6-TG treatment retarded tumor growth *in vivo*. **(A)** Drug-response curves of the MDA-MB-231 tumors. The data points represent the mean values  ±  SD of five independent experiments. The blue, red, and violet lines represent the control group, 6-TG group and docetaxel group,respectively. **(B)** Tumor morphology of the control group (top), 6-TG group (middle) and docetaxel group (bottom). **(C)** Weights of the final tumors. **(D)** Weight of mice during the treatment. X-axis indicated the days after implantation; Y-axis indicated the average weights of every groups. **(E)** The tumor sections were stained with HE. The positions indicated by the red arrow are pathological mitotic events. (Scale bar: 200 μm) **(F)** Immunohistochemical staining of DNMT1 and caspase-3 antibodies in tumors. (Scale bar: 200 μm). **(G)** The livers and kidneys from tumor bearing mice in control group and 6-TG group were stained with HE (Scale bar: 400 μm). The red arrows pointed the central veins in livers. The black arrows pointed the renal corpuscles, and the black boxes pointed the proximal convoluted tubules. (All values from three independent experiments are quantified as mean ± SD, *p < 0.05, ***p < 0.001, ns indicates no significant).

### Apoptosis Was Induced by CX-6258 HCl and MI-463 in MDA-MB-231 Cells

Furthermore, CX-6258 HCl and MI-463, which are also used to treat leukemia, were selected stochastically to evaluate their effect on TNBC cells. As shown in **Figures 7A, B**, the IC50 of CX-6258 HCl and MI-463 showed low concentration of IC50 (3.9 and 13.99 μM, respectively) in MDA-MB-231 cells. We observed that, in comparison with the control (vehicle), CX-6258 HCl and MI-463 treatment led to significant inhibition of colony formation (**Figures 7C, D**). In contrast, flow cytometry assay showed that CX-6258 HCl and MI-463 treatment led to a marked increase of apoptotic cells (**Figures 7E–F**). Altogether, these data suggested that both CX-6258 HCl and MI-463 could efficiently inhibit cell proliferation and induce cell apoptosis in MDA-MB-231.

**Figure 7:**
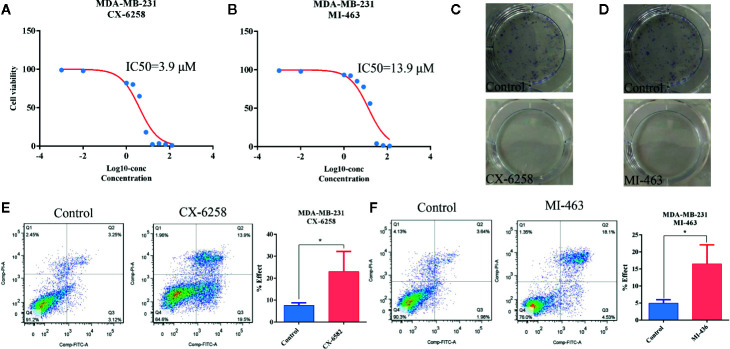
Apoptosis was induced by CX-6258 HCl and MI-463 in MDA-MB-231 cells. **(A, B)** IC50 values of CX-6258 HCl and MI-463 in MDA-MB-231 cells. X-axis presented the Log10-concentration, and the y-axis presented the cell survival rate. **(C, D)** Colony formation of MDA-MB-231 cells after treatment with CX-6258 or MI-463, and the same control group was used for the two groups. **(E, F)** Cell apoptosis was detected by flow cytometry. (All values from three independent experiments are quantified as mean ± SD, *p < 0.05).

## Discussion

Over the past decade, advances in next-generation sequencing technology have greatly promoted the blowout growth of multi-omics data derived from various tumors. Researchers have attempted to investigate the pathogenesis of cancer using different tools including genomic DNA copy number arrays, DNA methylation, mRNA arrays, and microRNA sequencing (19, 20). Perou et al. synthetically analyzed the comprehensive molecular characterization of breast cancer and suggested that the PI3K and RAS–RAF–MEK pathways were amplified in this malignancy (21). Additionally, some controversial studies focused on the effect of viral infections on breast cancer development (22, 23). In our study, when we integrated the transcriptome map from leukemia and breast cancer cell lines, we found that besides the PI3K pathway, other pathways, including those involving proteoglycans in cancer, focal adhesion, and human papillomavirus infection were abnormally activated in TNBC. Many pathways, such as T-cell leukemia virus 1 infection, Herpes simplex infection, and Epstein–Barr virus infection, were elevated and enriched in TNBC than in other breast cancer types and lymphomas. Therefore, we speculated that TNBC was likely a cancer type with high expression levels of PI3K–AKT, proteoglycans in cancer, focal adhesion pathway, as well as a cancer type caused by virus (HTLV, HPV and EBV) infection similar to leukemia/lymphoma. Based on these findings, we proposed that leukemia drugs could have potential therapeutic effects on TNBC.

To verify our proposal, we chose 6-TG as a candidate drug to investigate its therapeutic role in TNBC. 6-TG is a classic DNMT1 inhibitor with remarkable success in clinical practice, especially in the treatment of ALL (17). Previous studies indicated that 6-TG could non-competitively inhibit human USP2 (24) thus plays a critical role in tumor cells survival. KY et al. reported that 6-TG-induced DNA mismatches can activate an MSH2/MLH1–BRCA1–ATR–Chk1 pathway, leading to a G2 arrest (25). Gu et al. found that MDA-MB-231 cells were sensitive to 6-TG (26), and low concentrations of 6-TG could inhibit cell growth. However, the underlying mechanism of 6-TG to suppress cancer cell growth and trigger apoptosis was unclear. It was well studied that *PTEN* acts as a negative regulator of PI3K signaling and subsequent AKT activation (27, 28). However, we did not find any research indicating that 6-TG has a function on tumor suppressor genes *PTEN* and *TSC1*. Interestingly, our results showed that 6-TG inhibited PI3K-AKT pathway *via* activating *PTEN*. Previous study showed Akt played a critical role in regulating Bad, Bcl-2, Cyto-c, Apaf-1, CASP9, and caspase-3 (18). In line with this, we found that inhibition of PI3K–AKT led to an increased expression of *BAD*, *TSC1*, and *CASP9* (**Figure 3C**). Consistently with other reports, we also observed that the expression of JUN was increased which might be caused by cellular stress (29, 30). Meanwhile, the finding that apoptosis-related genes including *TNF*, *DAXX*, *FADD*, *TNFRSF10B*, *CASP8*, *FADD*, *TRAIL*, and *TRADD* were all activated, indicated that 6-TG could induce cell apoptosis through extrinsic apoptosis pathways (activated by death receptors). Here our data indicated that 6-TG exhibited remarkable ability in inhibiting the highly activated oncogene pathways, inducing cell death and activating tumor suppressor genes in MDA-MB-231 cells. Furthermore, the effect of other two leukemia drugs on MDA-MB-231 cell growth was also tested. Consistently, both of them induced cell apoptosis and retarded cell growth in low concentrations, which suggested that our proposal might be reasonable. Although the underlying mechanisms of these two drugs inducing apoptosis need further investigation.

6-TG can facilitate the proteasome-mediated degradation of DNMT1 and reactivate epigenetically silenced genes in acute lymphoblastic leukemia cells (31). Therefore, we speculated that 6-TG might induce apoptosis by reducing DNA methylation in MDA-MB-231 cells. Maintenance of genomic methylation patterns is mediated primarily by DNMT1 (32). Su et al. showed that the epithelial–mesenchymal transition (EMT) could be inhibited by DNA methyltransferase inhibitors (5-azacytidine, decitabine, guadecitabine/SGI-110) in TNBC (33). Our previous findings also suggested that changes in the methylation levels could affect the EMT pathway in MDA-MB-231 cells (34). However, no analysis related to apoptosis and DNA methylation triggered by 6-TG in TNBC was reported. According to relevant research, *CASP8* and *CASP10* were both recruited to Fas by interacting with *FADD*, whereas *DAXX* binds directly to Fas, initiating a death pathway independent of *FADD*, which can enhance Fas-induced apoptosis by activating the JNK kinase cascade (35, 36). However, few studies reported the DNA methylation of these genes in TNBC. In fact, our results indicated the DNA methylation levels of tumor suppressor genes such as *PTEN*, *TSC1* and apoptosis-related genes such as *FADD*, *BAD*, *DAXX* were downregulated by 6-TG (**Figure 5C**). Importantly, when we focused on the pathway enrichment of downregulated genes, we found that they were enriched in TRAIL, FAS, and apoptosis pathways. This suggests that the mechanism underlying 6-TG activity in MDA-MB-231 was the regulation of DNA methylation in tumor suppressor genes and apoptosis-related genes. Based on these findings, we further found that the downregulation of DNA methylation of three CpG sites, *TSC1* (cg14350545), *FADD* (cg02794589), and *TRADD* (cg05178604) could significantly prolong the survival of breast cancer patients (DNA methylation survival curves in the TCGA). Therefore, the downregulation in DNA methylation of negative regulators of PI3K–AKT pathway *PTEN* explained why the abnormally activated pathways were inhibited. Meanwhile, 6-TG downregulated the DNA methylation levels of genes in the TRAIL and Fas pathways such as *DAXX* and *CASP8* through inhibiting the expression of DNMT1, subsequently inducing extrinsic apoptosis.

Altogether, our results demonstrate that 6-TG can markedly inhibit MDA-MB-231 cell growth, induce apoptosis through reactivating methylation-silenced genes in the apoptosis pathway and PI3K–AKT signaling pathways *via* blocking DNMT1 activity. Our data suggested a new strategy for detecting potential TNBC therapeutic drugs using bioinformatics analysis.

## Data Availability Statement

The datasets generated for this study can be found in the GEO number: GSE137418.

## Ethics Statement

The animal study was reviewed and approved by Jilin University Animal Care and Use Committee.

## Author Contributions

DZ: formal analysis, investigation, resources, data curation, writing (original draft, review, and editing), and visualization. XA: formal analysis, resources and writing (original draft and review),. QL: investigation, data curation. XM, MC, and HL: data checking, statistical analysis and investigation. NZ and XD: investigation, writing (review). HY: conceptualization, methodology, data analysis, writing (original draft and review). ZL: conceptualization, methodology, formal analysis, data curation, writing (original draft, review and editing), supervision, project administration, and funding acquisition. All authors contributed to the article and approved the submitted version.

## Funding 

This research was funded by the National Key R&D Program of China (No: 2017YFA0104400), Program for Changjiang Scholars and Innovative Research Team in University (PCSIRT, No. IRT_16R32) and Program for JLU Science and Technology Innovative Research Team (JLUSTIRT).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Thioguanine Induces Apoptosis in Triple-Negative Breast Cancer by Regulating PI3K–AKT Pathway
**Source:** Front Oncol. 2020 Oct 30;10:524922. doi: 10.3389/fonc.2020.524922
**Supplement:** Supplementary file 1

# Supplementary Material

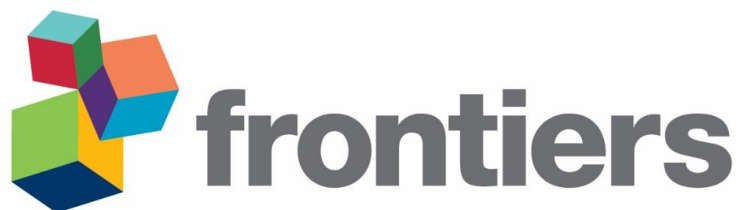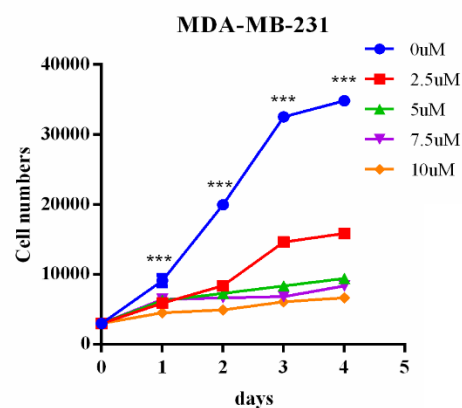

**Figure S1.** Cell proliferation curves of MDA-MB-231 cells.

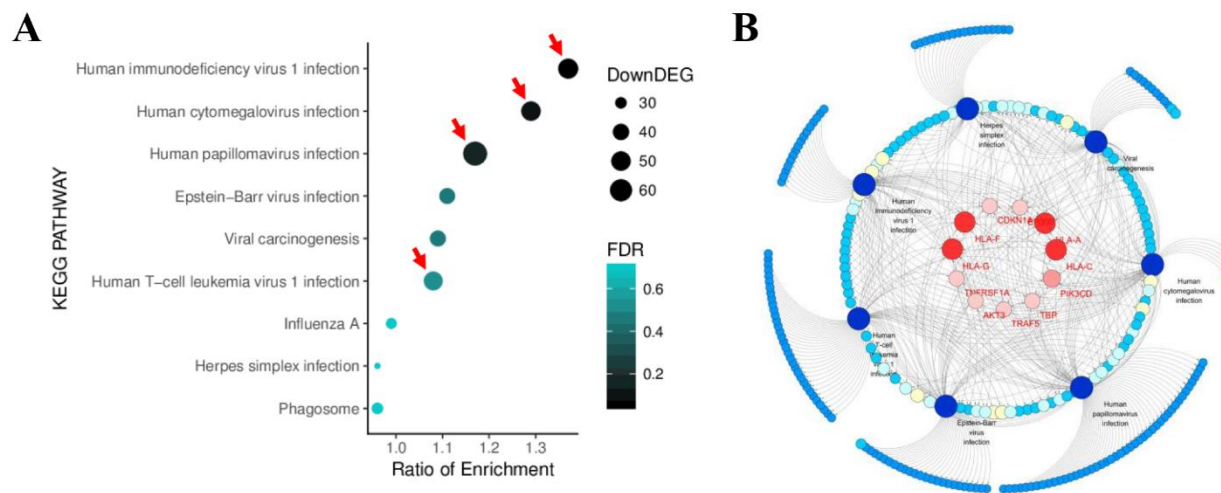

**Figure S2. Virus infection pathway was inhibited by 6-TG.** (A) The bubble plot of pathway enrichment of the downregulated genes. (B) The virus infection-related pathway gene network. The network was generated using 7 downregulated virus infection-related pathways and their enriched DEGs.

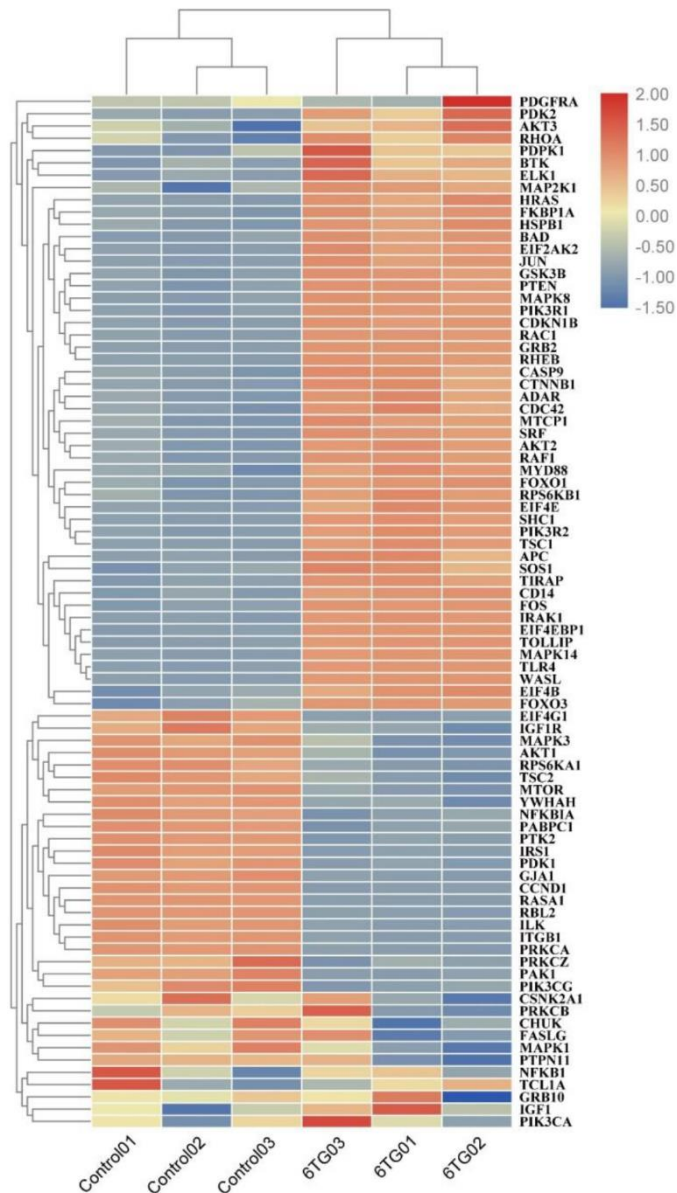

**Figure S3.** Heat map of PCR array analysis of gene expression concerning the PI3K-AKT pathway in MDA-MB-231 cells. The three groups on the left represent the control group, and the 6-TG group is on the right. Red and blue colors indicate higher expression and lower expression, respectively.

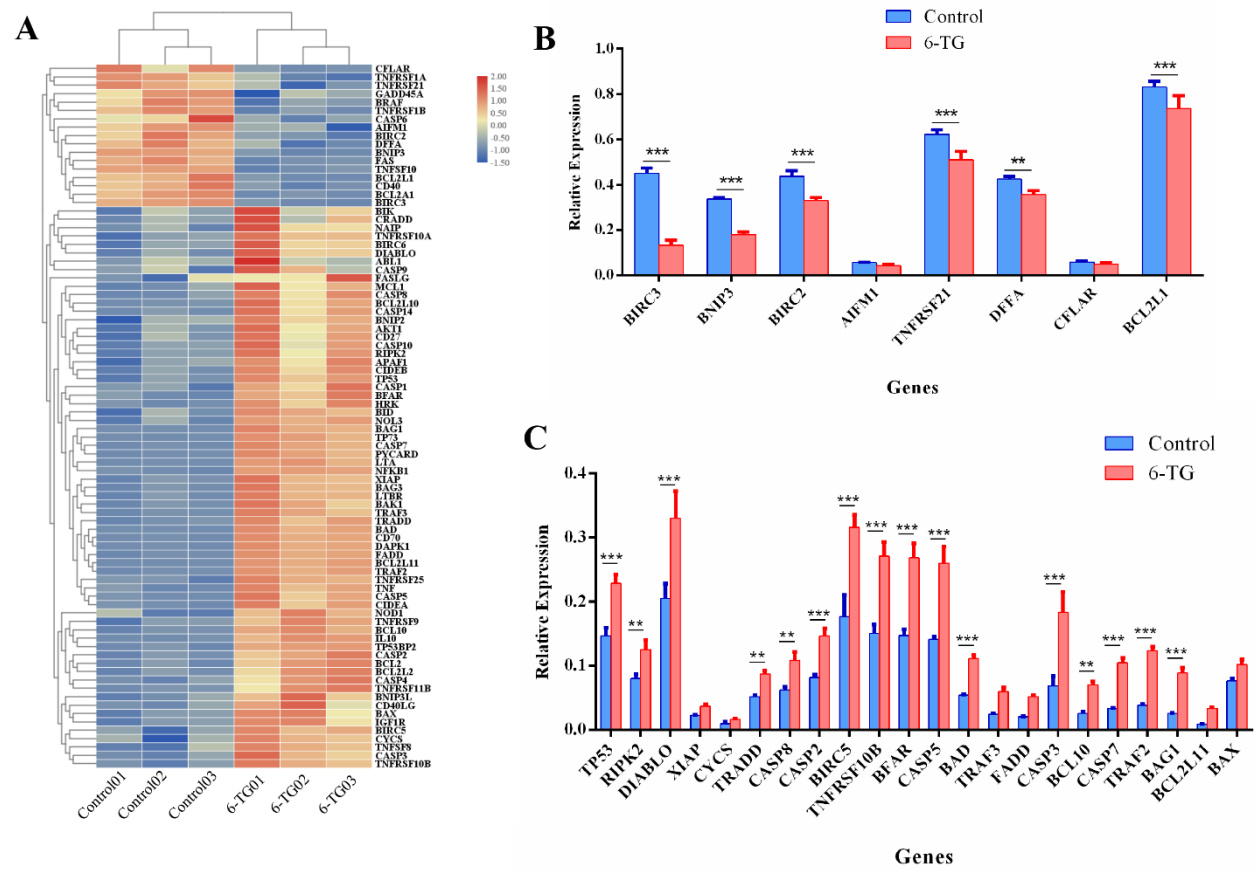

**Figure S4. Apoptosis was induced by 6-TG in MDA-MB-231 cells.** (A) Heat map of PCR array analysis of gene expression concerning the apoptosis pathway in MDA-MB-231 cells. (B) The relative expression of genes with significantly decreased from apoptosis array. (C) The relative expression of genes with significantly increased from apoptosis array.

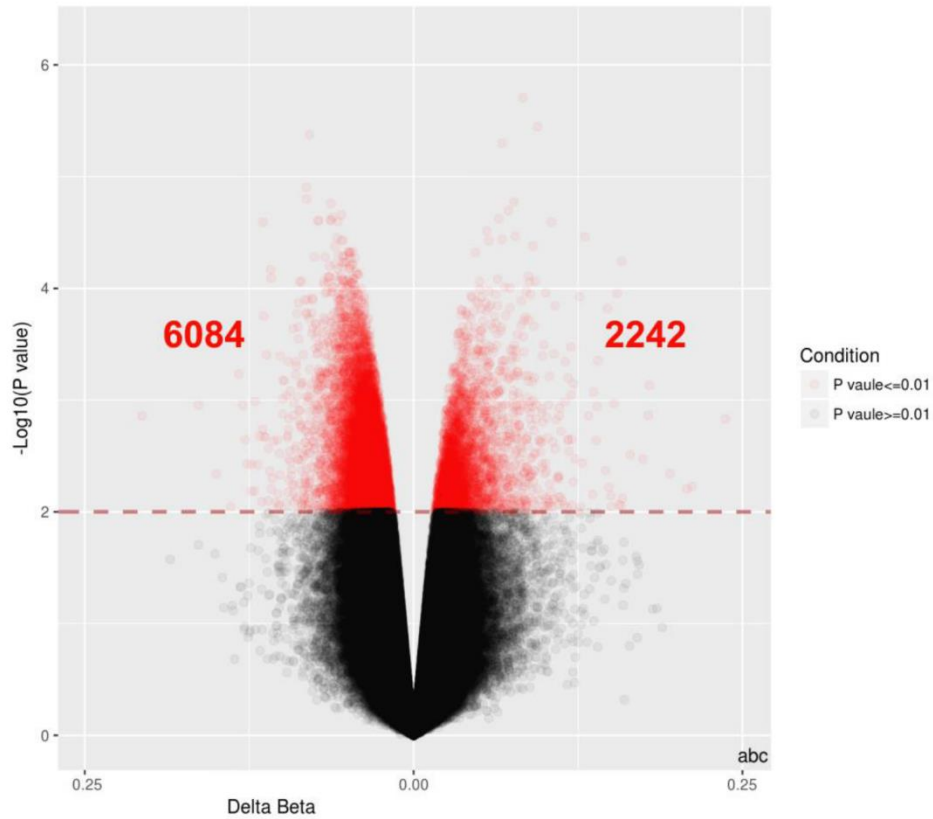

**Figure S5.** Volcano plot of differences in DNA methylation in MDA-MB-231 cells. Each point represents one gene. The x-axis represents the delta beta value (control group – 6-TG group), and the y-axis indicates  $-\log_{10}$  of the P-value.

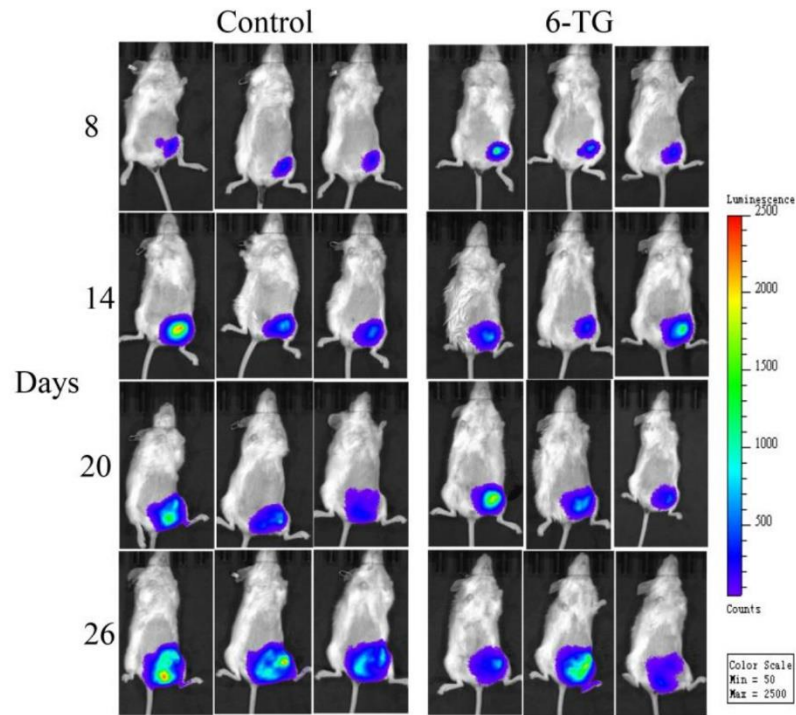

**Figure S6.** Tumor growth was detected by the bioluminescence imaging system. The left and right represent the control and 6-TG groups three mice, respectively, with three mice in each group. The labels on the left represent the days after implantation. The color scale represents the fluorescence intensity.

# Supplementary material for: Thioguanine Induces Apoptosis in Triple-Negative Breast Cancer by Regulating PI3K–AKT Pathway
**Source:** Front Oncol. 2020 Oct 30;10:524922. doi: 10.3389/fonc.2020.524922
**Supplement:** Supplementary file 2

**Table S1:** **Primers sequences of PI3K-AKT signaling pathway PCR array.**

# Supplementary material for: Thioguanine Induces Apoptosis in Triple-Negative Breast Cancer by Regulating PI3K–AKT Pathway
**Source:** Front Oncol. 2020 Oct 30;10:524922. doi: 10.3389/fonc.2020.524922
**Supplement:** Supplementary file 3

**Table S2:** **Primers sequences of apoptosis PCR array.**

How the deposited data were processed for this re-analysis (not part of the article)

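RNA-seq was done on 4 control cultures and 4 cultures of MDA-MB-231 cells kept in 2.5 μM 6-TG for 48 h. The conditions and replicate numbers come from the sample labels, and the dose is also in the paper. The paper does not say that same-numbered cultures were handled as pairs; the pairing used as an alternative comes from the numbers in the sample labels. Other experiments of the paper were not analysed here.

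For each culture the authors deposited a table of 178136 transcripts with an estimated count and a TPM value. The estimated counts are fragments assigned to each transcript, not normalized and mostly not whole, as the authors' quantifier gave them, and the deposited TPM values are the same estimates divided by effective length and scaled to the same sum in each culture. The authors deposited the length and effective length of each transcript beside them. The tables have the layout of kallisto. The quantifier and its version, the transcript set, the genome build, read trimming and any filter are not stated in the paper's text, and the paper's text names no test or threshold for its RNA-seq gene lists in particular. Its statistics section names Student's t-test for the control against the experimental groups and a p below 0.05 for all comparisons. Neither the pathway tables nor the enrichment tool behind Fig. 2B and Fig. 2D is named in the text.

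Transcript identifiers were matched to GENCODE 29 (GRCh38, Ensembl release 94). 162410 transcripts (91.2%) were on its primary assembly, and 98.1% of these had the same version. A further 13495 transcripts lie on alternative haplotypes or patches and were added to the primary gene of the same symbol, and 2231 transcripts had no gene and were left out, with 0.233% to 0.249% of the counts. Estimated counts were summed over the transcripts of 35051 genes and rounded to whole numbers. Adding the alternative sequences was decided after a first test with the primary transcripts alone had been seen, because nearly all counts of the HLA genes and most of DAXX lay on the alternative sequences; the test with primary transcripts alone is given as an alternative. Summing transcripts to genes removes the uncertainty between isoforms, but not between paralogs, pseudogenes or overlapping genes, whose fragments the authors' quantifier could have split. The tables do not show whether strand was used.

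Genes were filtered with edgeR's filterByExpr, normalized with TMM and compared with edgeR's quasi-likelihood test (edgeR 4.0.16 in R 4.3.3), with all 8 cultures and no covariate. p was adjusted by the Benjamini-Hochberg method over 14777 genes, and a gene was called at an adjusted p below 0.05 and a log2 fold change of at least 1 in size. Standard errors were derived from the log2 fold change and the F statistic. Normalized CPM are counts divided by the TMM-scaled library size and put on the scale of CPM. Pathway lists were compared with the called genes by Fisher's exact test (one-sided) against the genes tested, and as a whole by limma's camera (limma 3.58.1). The 22 pathway lists and 9 further lists were written by hand from general knowledge of the pathways, and 96.6% to 100% of the symbols of a list were found in the annotation. Their membership can differ from the lists that the paper used.

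The design, the lists, the alternatives and the rule for the genes named in the text were set before the data were examined, apart from the exceptions that the text names. The rule named every gene of the RNA-seq results and of the readable centre of Fig. 2C and Fig. S2B, the genes of Fig. 3C, Fig. 3D and Fig. 4D, DNMT1, up to 5 called genes of each further list by adjusted p, and the 5 genes with the largest positive and the 5 with the largest negative log2 fold change among called genes whose groups did not overlap and whose mean reached 10 normalized CPM in the higher group. Some of the genes under this rule are not reported here.

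The alternatives were DESeq2 (1.42.0) in place of edgeR, median-of-ratios size factors or library size alone in place of TMM, no filter on low counts or a CPM of at least 1 in all 8 cultures, other limits on the adjusted p (0.01, 0.1) and on the fold change (none, 1.5), the replicate number as a block, each culture left out in turn, replicate 4 left out of both groups, and the deposited TPM values, summed per gene, tested with limma on log2(TPM + 1) for genes with at least 1 TPM in 4 cultures.

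The depth was between 18279915 and 20592613 estimated counts per culture, with 14297 to 15050 genes at 10 counts or more. The tests were checked on simulated data with the means and library sizes of the real cultures for 14777 genes, 200 of them changed by known amounts. Of the 200, 196 (98.0%) were called among 14132 genes tested, all in the right direction, with 1 unchanged gene called and a median absolute error of 0.07 in the log2 fold change. With no gene changed, 0 of 14144 genes were called. A made list, partly of changed genes, was found by Fisher's exact test and by camera, and 0 of 20 random lists by either. In the real data 10751 genes had an adjusted p below 0.05 (edgeR's quasi-likelihood test). The simulation therefore cannot show how TMM behaves when most genes differ, or how often changes near 2-fold are called. Its genes were drawn independently, so the random lists do not stand for lists of genes that move together.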

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

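The checks of length, GC content and expression level for the cell cycle and ATF4 lists and the checks against the S phase list were chosen only after the result was seen.

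Among the named genes and the depth measures, 186 groups of 4 cultures were searched for a culture far from the other 3, measured as its gap to the nearest culture over the range of the group. 5 groups had such a culture, where chance gives about 9.3, so the number is no larger than chance. In KDR, 6-TG replicate 2 stood apart (0.905) with 5.35 normalized CPM against a lowest value of 3.37. In PAK1, control replicate 4 stood apart (0.932), the group spanning 51.9 to 56.6. In UHRF1, 6-TG replicate 4 stood apart (0.905), the group spanning 165.3 to 171.4. In CASP8AP2, control replicate 3 stood apart (0.873), the group spanning 45.6 to 51.3, and in SLC3A2, 6-TG replicate 2 stood apart (0.848), the group spanning 985.6 to 1037. Each span is smaller than the difference between the control and 6-TG groups of its gene, and these 5 cases involve 4 different cultures. For PAK1 the group means were 53.2 (control) and 36.9 (6-TG) normalized CPM.

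Outside the pathways that the paper reports, 3 of 9 lists written by hand moved with 6-TG by limma's camera. Genes of G2 and M phase were lower (median log2 fold change −0.75, 47 of 56 tested genes lower and 1 higher at an adjusted p below 0.05, list adjusted p = 7.3e-10, limma), and genes of S phase were higher (median 0.68, 37 of 43 higher and 2 lower, list adjusted p = 4.4e-09, limma). In every 6-TG culture AURKA, CCNB1, BUB1, ANLN and DLGAP5 lay below, and CCNE2, CASP8AP2, E2F8, DTL and CDC6 above, every control culture. Fisher's exact test on the called genes gave an adjusted p of 5.2e-05 for the 18 downregulated G2 and M phase genes and 0.0027 for the 13 upregulated S phase genes. With the replicate number as a block the lists had adjusted p of 1.4e-09 and 1.3e-08 (limma's camera). With library size alone and with Fisher's exact test adjusted p lay between 2.7e-10 and 5.2e-05 for G2 and M phase and between 3.2e-08 and 0.0027 for S phase. A difference in scaling between the groups would move both lists in the same direction. Gene length, GC content and expression level of the listed genes were weighed by fitting them out of the fold changes across all genes, and the medians that remained, −0.77 for G2 and M phase and 0.62 for S phase, lay outside the middle 95% of 10000 random lists of the same size (−0.20 to 0.23 and −0.23 to 0.27). The genes of the random lists were drawn independently, so these ranges do not allow for genes of a list that move together. Of the 8 splits of the cultures that part all same-numbered pairs, 5 gave at least 3 moved lists among the 9, the real split included. The other 4 of these 5 keep 3 of the 4 cultures of a group together and so hold part of the real contrast, and the 3 splits with 2 cultures of each group on both sides gave 0 lists. As 8 splits are too few for a share under 0.05, they cannot tell whether chance grouped the cultures. A hypothesis is that 6-TG may hold cells in S phase or change the share of cells in each phase, which the counts of mixed cells cannot separate from a change within each cell.

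The lists of mismatch repair and DNA replication, which were shifted up as a whole, share genes with the S phase list. Without the 6 shared genes the 16 remaining mismatch repair genes had an adjusted p of 0.051 (median 0.18, 10 higher and 3 lower, limma's camera), and without the 11 shared genes the 24 remaining DNA replication genes had an adjusted p of 0.016 (median 0.25, 16 higher and 3 lower, limma's camera). The shift of the mismatch repair list may therefore rest in part on S phase genes, although a list with fewer genes also has less power, and that of the DNA replication list was still past the limit without them.

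Targets of ATF4, a transcription factor of the response to amino acid shortage and stress, were higher as a list (median 0.44, 27 of 39 tested genes higher and 6 lower, adjusted p = 2.3e-04 by limma's camera, 3.5e-04 with the replicate number as a block). Among them SLC3A2 (log2 fold change 3.10, standard error 0.05), ASNS (2.13, standard error 0.04), PPP1R15A (2.08, standard error 0.05) and PSAT1 (1.75, standard error 0.05) were higher in every 6-TG culture than in every control culture, and GDF15 (−2.10, standard error 0.05) and DDIT4 (−1.17, named after its value was seen) were lower. Fisher's exact test on the 8 upregulated genes gave an adjusted p of 0.20, and camera with library size alone gave 5.0e-04. Camera was not run without these 8 genes. Whether the shift of the list rests on them or on changes below 2-fold is therefore open. After length, GC content and expression level were fitted out, the median was 0.49, outside the middle 95% of random lists (−0.24 to 0.28). These random genes were drawn independently as well. A response through ATF4 may be a hypothesis, and the splits given above for the 3 lists (5 of 8, of which 4 hold part of the real contrast) cannot test it against chance.

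The paper does not discuss the genes with the largest changes among those with at least 10 normalized CPM in the higher group. Upward these were CMYA5 (log2 fold change 4.01, standard error 0.12), PYGM (3.90, standard error 0.20), ZFP91-CNTF (3.80, standard error 0.31), MUC6 (3.56, standard error 0.20) and CHD5 (3.52, standard error 0.16). Downward they were GPRIN3 (−4.04, standard error 0.23), STC1 (−3.75, standard error 0.09), ITGA10 (−3.73, standard error 0.08), CPED1 (−3.49, standard error 0.14) and SHISA3 (−3.27, standard error 0.12). The genes were chosen among those whose 2 groups of 4 cultures did not overlap, and the largest adjusted p with each culture left out in turn was 6.0e-06, for ZFP91-CNTF (edgeR's quasi-likelihood test). ZFP91-CNTF is a readthrough gene that overlaps ZFP91 and CNTF, and 97.1% of the counts of MUC6 lay on transcripts of alternative sequences, so the values of both genes are uncertain. Neither a technical nor a biological explanation was tested for the other 8 genes.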

How the results depend on the processing

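The replicate block for the shared genes, the further lists and gene length and the test with primary transcripts alone were chosen after seeing the data.

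Scaling by library size alone moved the median log2 fold change of all genes by 0.17, as the TMM factors of the groups (0.940 to 0.949 and 1.06) imply. It called 2085 higher and 1046 lower genes, 66.6% of the calls higher against 51.9% with TMM, and 1539 and 1046 of its calls were also called with TMM. The deposited TPM values with limma called 1477 higher and 747 lower genes (66.4% higher). These values carry no TMM factor either, and their log2 fold changes moved up by 0.14. The scaling can therefore account for part of this move, but the filter and the test differed as well. With a CPM of at least 1 in all cultures, 928 genes were higher and 1065 lower. Without a filter on low counts, 2184 were higher and 1747 lower. A limit of 1.5-fold gave 3162 and 2918, and no limit gave 5426 and 5325. The cause of the other moves was not tested, except that a lower limit on the fold change admits more genes by construction. DESeq2 (1511 and 1451), median-of-ratios size factors (1518 and 1453), an adjusted p of 0.01 (1471 and 1399) or 0.1 (1546 and 1431) and primary transcripts alone (1541 and 1423, of which 1518 and 1415 were also called with all transcripts) stayed within 1.5 times. With the replicate number as a block the numbers were 1559 and 1428, and the mean correlation of same-numbered cultures was 0.044. Each culture left out in turn gave from 1545 to 1685 higher and from 1458 to 1540 lower genes.

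The 3 pathways named for the downregulated genes kept their direction and an adjusted p below 0.05 under each alternative run for them. The number of lists among lower genes was 9, from 9 to 12 under the alternatives other than no limit on the fold change, where it was 15. Among higher genes it was 0 (also at an unadjusted p of 0.05), 3 with no limit and 4 with limma's camera. Mismatch repair among higher genes passed with no limit (adjusted p = 0.0020, Fisher's exact test) and by limma's camera (0.0028), DNA replication likewise (4.9e-05 and 2.0e-04), and proteasome by limma's camera alone (0.028, against 0.12 with no limit). Under the remaining alternatives run for the pathway lists, the adjusted p of these 3 lists was between 0.40 and 1 (Fisher's exact test). Apoptosis passed under none of the alternatives run. Enrichment of the lists was not tested with DESeq2, median-of-ratios size factors, other count filters, other adjusted p limits, a 1.5-fold limit or TPM. The genes that PI3K–AKT signaling shares with other lists rose from 46 to 106 with no limit on the fold change and to 76 with a limit of 1.5-fold, fell to 37 with library size alone and to 27 with the deposited TPM values and limma, and were 46 with the replicate block. The further lists that moved were 3, and 2 by Fisher's exact test, where ATF4 targets lost the call (adjusted p = 0.20).

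Among 87 named genes, 1128 values were computed under alternatives, of which 1096 kept their direction and their side of an adjusted p of 0.05; the 2-fold limit was not part of this count. 14 genes had a value that did not: 11 values lost an adjusted p below 0.05, 13 gained it and 8 changed sign. The changes of sign were in genes whose log2 fold change lay between −0.06 and 0.02: TBP (0.11) and CASP9 (0.13) with library size alone, CASP9 with each culture left out in turn (from −0.11 to 0.00385) and without replicate 4 in both groups (0.033), and JUN with each culture left out in turn (from −0.0372 to 0.0927) and without replicate 4 in both groups (−0.0326). Those with library size alone follow from the move of all genes by 0.17, and the cause of the rest was not tested. DAXX had a log2 fold change of 1.22 (adjusted p = 0.050, edgeR) with primary transcripts alone and 0.30 with all, and its adjusted p lay between 3.5e-11 and 0.050 over the alternatives.

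The files hold counts, so the alternatives set for files of FPKM alone (another pseudocount, no filter and a rescaling by the median ratio) did not apply. Genes with few counts are limited by the depth: HLA-G, with at most 1 count in each culture, and TNF, with at most 6, were not tested, and KDR had a standard error of 0.14 against 0.05 for CSF1.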

Differences from the paper's values

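The paper's gene ratios for pathways are read by eye from bubble plots and rest on other pathway lists than the hand-written ones used here. The paper's text does not define its gene ratio, and it is not known to be the same quantity as the ratio computed here. For each pathway named here, the paper's value is set against the ratio to the share among all genes tested.

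Among downregulated genes, human papillomavirus infection had a ratio of 1.85, and the paper's is about 1.2 in Fig. S2A, read by eye. The alternatives set before the data were examined that came within 1.5 times were no limit on the fold change (1.29), control replicate 4 left out (1.74), 6-TG replicate 2 (1.80), 3 (1.73) or 4 (1.77) left out and replicate 4 left out of both groups (1.77); those with library size alone (2.00), the replicate block, the other single cultures left out and a background of all genes with a count (2.59) did not. Epstein-Barr virus infection had a ratio of 0.711, and the paper's is about 1.1 in Fig. S2A, read by eye. It came within 1.5 times with no limit on the fold change (0.885), library size alone (0.795) and a background of all genes with a count (1.03), and with primary transcripts alone (0.742), an alternative chosen after seeing the values. The replicate block and the fits with cultures left out did not close that gap.

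Among upregulated genes, the ratio was 0.873 for mismatch repair (the paper's is about 4.3 in Fig. 2D, read by eye), 0.823 for DNA replication (about 4.1 in Fig. 2D, read by eye), 0.302 for protein processing in endoplasmic reticulum (about 4.1 in Fig. 2D, read by eye), 0.229 for proteasome (about 4.1 in Fig. 2D, read by eye), 0.691 for spliceosome (about 4.1 in Fig. 2D, read by eye), 0.075 for ribosome (about 4.0 in Fig. 2D, read by eye) and 0.551 for apoptosis (about 1.4 in Fig. 2D, read by eye). For these 7 lists, none of the alternatives set before the data were examined and run for pathway lists came within 1.5 times of the paper's ratio. A 1.5-fold limit, DESeq2, other count filters and the TPM values were not among those run.

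The paper names mismatch repair, DNA replication and proteasome for the upregulated genes. None of them was called here at 2-fold. Mismatch repair and DNA replication were called with no limit on the fold change (adjusted p = 0.0020 and 4.9e-05, Fisher's exact test), and mismatch repair, DNA replication and proteasome by limma's camera (0.0028, 2.0e-04 and 0.028). Spliceosome, which Fig. 2D shows, was called in both ways as well. The paper's text gives apoptosis the highest degree of gene enrichment, which it sets apart from the gene ratio and does not define. Here apoptosis had 7 upregulated and 12 downregulated genes of 122, and no setting run for the pathway lists called it among the upregulated genes.

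The paper's text gives the PI3K–AKT pathway the most shared genes in the network. Here focal adhesion had 47 and PI3K–AKT signaling 46. PI3K–AKT signaling was alone in front with no limit on the fold change (106 against 96) and with a limit of 1.5-fold (76 against 70), and level with focal adhesion without a filter on low counts (49 each), with control replicate 4 left out (45 each), with 6-TG replicate 1 or 2 left out (48 each) and with replicate 4 left out of both groups (45 each).

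The paper states that virus infection pathways were almost fully lowered. The 5 lists tested here are fewer than the virus pathways counted in the legend of Fig. S2B, so not all of those were tested. Of the 5 lists, papillomavirus infection was called. Cytomegalovirus infection was called with no limit on the fold change, by limma's camera and with a background of all genes with a count. T-cell leukemia virus 1 and immunodeficiency virus 1 infection were called with no limit on the fold change. Epstein-Barr virus infection was called under no setting run for the pathway lists. Fig. S2B shows CDKN1A among the genes of its downregulated virus pathways, although its legend does not give the direction of single genes. Here CDKN1A was higher (1.68, higher in 4 of 4 cultures with 6-TG than in each control culture). HLA-C (0.06), HLA-F (−0.41), TBP (−0.06) and TNFRSF1A (−0.59) did not reach a 2-fold fall, and HLA-G was not detectable. Of these, TNFRSF1A was called lower with no limit on the fold change and with a limit of 1.5-fold, and HLA-F with no limit on the fold change when control replicate 1 or 6-TG replicate 1 was left out. In Fig. 2C, FGFR1 (−0.80) and MYC (−0.58) were lower by less than 2-fold; they were called lower with no limit on the fold change, and FGFR1 with a limit of 1.5-fold.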

Other observations

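The tests of gene length against other properties, of the longest against the shortest genes between control cultures, of pseudogenes against their parents and of genomic DNA were chosen only after the result was seen.

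The cultures were split in 35 ways into 2 groups of 4. Of these, 8 part all same-numbered cultures, and the other 27 part at most 2 pairs and keep the rest of the pairs together. Among the 8, only the real split (1 of 8) gave as many changed genes, as many higher genes, as many lower genes or as many pathway lists among lower genes. The other 7 gave 0 genes each, with between 16 and 399 genes at an unadjusted p below 0.05 against 11013 for the real split. The 27 splits that keep pairs together gave 0 genes each as well, with at most 1101 at an unadjusted p below 0.05, so of the 35 splits only the real one gave called genes. For pathway lists among higher genes, 8 of the 8 gave as many, since the real split gave 0. The 8 splits that part all same-numbered cultures cannot give a share under 0.05.

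The paper measured PI3K–AKT and apoptosis genes by PCR arrays, in the same cell line. Of the genes of Fig. 3C and Fig. 4D, which the paper reports as higher, 15 are given here, and 14 of these had enough counts. At an adjusted p below 0.05, 7 were higher and 1 lower (6 and 1 with p adjusted over these genes alone). The higher genes were TLR4 (log2 fold change 1.46), CASP8 (0.80), EIF4EBP1 (0.40), FADD (0.32), DAXX (0.30), TSC1 (0.21) and EIF2AK2 (0.20), and TLR4 alone reached 2-fold. EIF2AK2 lost its call in 6 of the 8 fits without a culture and FADD in 2. TNFRSF10B was lower (−0.32, adjusted p = 4.4e-06, edgeR). When the counts were scaled by library size alone, which moved the median of all genes by 0.17, BAD (0.31), JUN (0.19), TOLLIP (0.26), TRADD (0.37) and MTCP1 (0.66) were called higher as well. BAD was also called higher without control replicate 3 or 6-TG replicate 2, TRADD without control replicate 3, and MTCP1 without control replicate 4 or without replicate 4 in both groups. With TMM factors and all cultures, CASP9, JUN, BAD, TRADD, TOLLIP and MTCP1 did not differ, with adjusted p of 0.72 for CASP9 (−0.04) and 0.78 for JUN (0.02) from edgeR's test. The 10 genes of Fig. 3D, which the paper reports as lower, were lower here too, 4 of them by at least 2-fold (RASA1 −1.53, PRKCA −1.43, PRKCZ −1.36, IRS1 −1.04). The paper's text names PRKLA for Fig. 3D, which was taken here as PRKCA. With library size alone PDK1 lost its call (−0.13, adjusted p = 0.067, edgeR). DNMT1, whose protein the paper reports as lower, had 343.4 ± 17.4 normalized CPM in the control cultures and 275.8 ± 1.78 with 6-TG (SD, n = 4 each), a log2 fold change of −0.32 (adjusted p = 1.5e-05, edgeR).

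If a loss of DNA methylation brought back silenced germline genes, cancer-testis genes would be higher. Of the 92 genes of that list in the annotation, 19 had enough counts to be tested, and these did not move as a group (adjusted p = 0.64, limma's camera), although TDRD12 (2.89), DDX43 (2.94), SYCP3 (1.89) and SSX7 (1.21) were upregulated, from at most 0.283 normalized CPM on average in the control cultures, and TDRD6 (−1.24), at 1.805 normalized CPM in the control cultures, was downregulated. The 19 genes thus mix nearly silent and expressed genes, and the test of the group does not settle whether silent genes came back. SSX7 lost its call without replicate 4 in both groups (1.05, adjusted p = 0.058, edgeR). The list of interferon-stimulated genes did not move as a whole either (58 genes, 29 higher and 17 lower, median 0.19, adjusted p = 0.13, limma's camera). IFIT2 (3.14), SAMD9 (3.11), OASL (2.82) and IFIT3 (2.42) rose in every 6-TG culture, while GBP2 fell (−1.89). The list of regulators of DNA methylation did not move as a whole (7 genes, 3 higher and 3 lower, median −0.32, adjusted p = 0.80, limma's camera). Of its genes, UHRF1 (1.22) and TET3 (1.11) were upregulated. The p53 target list did not pass (34 genes, median 0.34, adjusted p = 0.13, limma's camera), with CDKN1A (1.68), PPM1D (1.68) and KITLG (1.53) higher and GDF15 (−2.10) and PLK2 (−1.06) lower. The purine synthesis list (19 genes, adjusted p = 0.44) and the mitochondrially encoded genes (13 genes, adjusted p = 0.59) did not move by limma's camera.

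A drug built into DNA could lower long genes more than short ones. Across 14777 genes, which are not independent replicates, gene length and log2 fold change had a Spearman correlation of −0.19, and −0.19 with the replicate number as a block. Between 2 of the control cultures and the other 2, split in each of the possible ways, the same correlation reached 0.25 in size, and 3 of the 8 splits of all cultures that part the same-numbered pairs gave one at least as large as the real split, which is itself among the 3, so the correlation does not stand out. Given transcript length, GC content and expression level, the partial correlation was −0.19. The median log2 fold change was −0.35 in the longest 10% of genes (159339 bp or more) and 0.16 in the shortest 10% (4838 bp or less). Between such pairs of control cultures the size of that difference was at most 0.298 of the difference with 6-TG (0.15 against −0.51). Fold changes of all genes were also smaller between such pairs (SD 0.40 against 0.90), so a smaller difference there is partly given, and an effect of 6-TG cannot be told apart from differences in RNA quality between cultures.

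More transcripts had a count above 0 with 6-TG (100951 to 101796) than in the control cultures (88406 to 90242), although the median of the summed counts was higher in the control cultures (19889914.5 against 18566952.5). Of the counts on primary transcripts, pseudogene transcripts held 0.380% ± 0.0061 with 6-TG and 0.246% ± 0.0124 in the control cultures, nonsense-mediated decay transcripts 3.75% ± 0.0781 and 2.66% ± 0.0127, and retained introns 4.97% ± 0.0269 and 4.36% ± 0.0579 (SD, n = 4 each; exact permutation test, two-sided, p = 0.0286 each, the smallest that 4 against 4 allow). Of 821 pseudogenes tested, 217 were upregulated and 44 downregulated (median log2 fold change 0.49). If a constant share of the fragments of parent genes were assigned to their copies, pseudogenes would follow their parents. Over 332 pseudogenes named after a parent the Spearman correlation across genes was 0.15 (median 0.54 for the pseudogenes and −0.11 for the parents), so a rise of the parents does not account for that of the pseudogenes, although a part of it cannot be excluded for single genes. A share of misassigned fragments that grew with 6-TG was not tested. The fragment length derived from the effective lengths was 308.2 to 314.2 bp with 6-TG and 315.2 to 324.7 bp in the control cultures. Genomic DNA would spread over silent genes by their length. Of the 6-TG counts on 1832 protein-coding genes with no count in control replicates 1 and 2, the 10% of genes with the most counts held 77.4%, against 30.2% if the counts were spread by length (mean of 100 draws), so genomic DNA alone is no explanation. These genes had 16.7 and 18.0 CPM in control replicates 3 and 4 and 52.7 to 54.5 in the 6-TG cultures. These tests do not settle why more transcripts had counts with 6-TG.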
